# Transcription factor ZEB1 coordinating with NuRD complex to promote oncogenesis through glycolysis in colorectal cancer

**DOI:** 10.3389/fphar.2024.1435269

**Published:** 2024-08-13

**Authors:** Tianyang Gao, Xinhui Hao, Jingyao Zhang, Miaomiao Huo, Ting Hu, Tianyu Ma, Hefen Yu, Xu Teng, Yong Wang, Yunkai Yang, Wei Huang, Yan Wang

**Keywords:** WGCNA, Cox regression analysis, ZEB1, the NuRD complex, glycolysis, colorectal cancer

## Abstract

**Background:**

Colorectal cancer (CRC) is an aggressive primary intestinal malignancy with the third-highest incidence and second-highest mortality among all cancer types worldwide. Transcription factors (TFs) regulate cell development and differentiation owing to their ability to recognize specific DNA sequences upstream of genes. Numerous studies have demonstrated a strong correlation between TFs, the etiology of tumors, and therapeutic approaches. Here, we aimed to explore prognosis-related TFs and comprehend their carcinogenic mechanisms, thereby offering novel insights into the diagnosis and management of CRC.

**Materials and Methods:**

Differentially expressed TFs between CRC and normal tissues were identified leveraging The Cancer Genome Atlas database, Weighted correlation network analysis and Cox regression analysis were performed to identify prognosis-related TFs. The cellular functions of hub TF zinc finger E-box binding homeobox 1 (*ZEB1*) were determined using by 5-ethynyl-2′-deoxyuridine and cell invasion assays in CRC cells. RNA-sequencing, Kyoto Encyclopedia of Genes and Genomes enrichment, and gene set enrichment analyses were used to identify the cellular processes in which ZEB1 participates. Immunoaffinity purification, silver staining mass spectrometry, and a chromatin immunoprecipitation assay were conducted to search for proteins that might interact with ZEB1 and the target genes they jointly regulate.

**Results:**

Thirteen central TFs related to prognosis were identified through bioinformatics analysis techniques. Among these TFs, *ZEB1* emerged as the TF most closely associated with CRC, as determined through a combination of regulatory network diagrams, survival curves, and phenotype analyses. ZEB1 promotes CRC cell growth by recruiting the NuRD(MTA1) complex, and the ZEB1/NuRD(MTA1) complex transcriptionally represses glycolysis-associated tumor suppressor genes.

**Conclusion:**

Our study not only identified a hub biomarker related to CRC prognosis but also revealed the specific molecular mechanisms through which ZEB1 affects cancer progression. These insights provide crucial evidence for the diagnosis of CRC and potential treatment opportunities.

## 1 Introduction

Colorectal cancer (CRC) is a malignant neoplasm originating in the colon or rectum and constitutes roughly 10% of all reported cancer cases and associated deaths worldwide, with an estimated annual incidence of around 900,000 cases (Dekker et al., 2019; Guo et al., 2023). Most CRC cases occur sporadically and are primarily linked to modifiable environmental risk factors associated with modern lifestyles, such as obesity, poor diet, alcohol drinking, and smoking (Keum and Giovannucci, 2019; Bai et al., 2022; Yang et al., 2022). The pathological diagnosis of CRC is predominantly reliant on colonoscopy for pathological diagnosis (Brenner et al., 2014; Biller and Schrag, 2021). Treatment for CRC typically involves extensive surgical procedures. However, rectal cancer poses challenges due to its complex anatomy, often leading to a high postoperative recurrence rate (Qin et al., 2023). In contrast, colon cancer tends to have a poor survival prognosis due to its rapid occurrence and metastasis (Compton, 2003; Mao et al., 2024).

Over recent decades, the rapid development of new technologies has enabled us to rapidly obtain extensive physiological and pathological insights into CRC. Weighted gene co-expression network analysis (WGCNA) has emerged as a robust methodology for investigating the intricate associations between genes and phenotypes across various contexts (Esposti et al., 2016; Guo et al., 2017; Liu et al., 2017). A notable advantage of WGCNA lies in its ability to transform gene expression data into coherent co-expression modules, thereby unraveling underlying signaling networks that potentially underpin the observed phenotypic traits. This approach not only facilitates comparative analysis of differentially expressed genes but also elucidates gene interactions within distinct co-expression modules (Wan et al., 2018).

Transcription factors (TFs) are regulatory proteins that govern gene transcription by selectively binding to DNA sequences located upstream of target genes. Therefore, TFs play key roles in developmental processes and differentiation (Lambert et al., 2018; Ulz et al., 2019) and often act as master regulators affecting cell-type decisions (Hainer et al., 2019), ontogeny patterns, and the pathway regulation of many pathways, including the immune response. Numerous studies have linked TFs to tumor development and treatment responses (Krebs et al., 2017; Harley et al., 2018). Consequently, the direct use of CRC-related TFs to construct a prognostic model for cancer holds promise for innovative CRC diagnosis and treatment strategies. Zinc finger E-box binding homeobox 1 (ZEB1), a critical determinant of cellular destiny, tumor initiation, cancer cell adaptability, and metastatic spread across various malignancies (Mohammadi Ghahhari et al., 2022), is considered a transcriptional repressor. It inhibits the transcription of downstream targets, including E-cadherin and miR-200 family members (Burk et al., 2008), by interacting with the promoter regions of these genes. Previous studies have indicated that elevated *ZEB1* expression in CRC promotes invasion and disease progression (Colangelo et al., 2022; Mohammadpour et al., 2022). However, further investigations are needed to ascertain the link between ZEB1 expression and CRC prognosis.

In this study, we employed a WGCNA approach to compare the expression patterns of TFs between patients with and without CRC using data from The Cancer Genome Atlas (TCGA). We developed a prognostic risk model associated with CRC, identifying crucial TFs linked to disease prognosis. Our comprehensive analyses revealed *ZEB1* as a central TF that accelerates tumor progression by promoting cancer cell glycolysis. This finding highlights the significance of investigating the interplay between CRC and glucose metabolism, providing an experimental foundation for future drug development in this field.

## 2 Materials and methods

### 2.1 Data acquisition

The CRC-associated unprocessed RNA-seq and corresponding clinical data were obtained from the UCSC TGCA database (https://portal.gdc.cancer.gov/). Human TFs were obtained from the TRRUST (https://www.grnpedia.org/trust/downloadnetwo-rk.php) and JASPAR (http://jaspar.genereg.net/) database.

### 2.2 WGCNA analysis of differential transcription factors

WGCNA was performed as described previously (Yin et al., 2020). Briefly, network construction and module identification involved four steps: the calculation of topological overlap to determine gene similarity, the generation of a gene clustering tree, the grouping of genes with similar expression into modules, the merging of comparable modules, and the assessment of correlations between different modules and phenotypes. The “WGCNA” R package (https://cran.r-project.org/web/packages/WGCNA/index.html) (Zhang and Horvath, 2005; Langfelder and Horvath, 2008) was utilized to conduct the co-expression network analysis of differentially expressed TFs. The subsequent analysis focused on genes within the module exhibiting the strongest correlation with prognostic traits.

### 2.3 Cox regression model construction

The hub TFs in cancer samples were integrated with survival data, excluding samples without survival data, for batch Cox single-factor regression analysis, using R packages “Survival” (https://cran.r-project.org/web/packages/survival/index.html) and “Survminer” (https://cran.r-project.org/web/packages/survminer/index.html). After regression analysis, the relevant TFs associated with survival were detected by applying a threshold of *p*-value < 0.05 and selected for subsequent least absolute shrinkage and selection operator (LASSO) regression analysis.

Further dimensionality reduction of hub TFs was performed using LASSO regression, and the construction of a risk-scoring model heavily relied on the utilization of the R package “Glmnet” (https://cran.r-project.org/web/packages/glmnet/index.html) (Simon et al., 2011). To enhance the accuracy of our regression model, we initially conducted cross-validation for lambda screening. Subsequently, we selected the model corresponding to lamdba.min and further extracted the expression matrix of genes associated with this model. By utilizing risk score calculations for each sample, the median value was employed as a decisive threshold to categorize samples into high-risk and low-risk groups for subsequent validation procedures. The optimized model was:

risk_score=1.140×ZEB1−0.301×MITF−0.146×APBB1−0.142×CBX7−0.052×HAND2+0.013×LMO3+0.164×KCNIP3+0.189×WWTR1+0.213×MEIS2+0.213×PGR+0.215×NKX3−2+0.311×MEIS1+0.895×TCF7L1.

### 2.4 Cell culture

Human colorectal cancer cell lines (SW480 and HCT116) were obtained from the American Type Culture Collection (ATCC, United States). SW480 cells were cultivated in Dulbecco’s modified Eagle’s medium (DMEM, Biological Industries, Israel) containing 10% fetal bovine serum (FBS) at 5% CO_2_ and 37°C. HCT116 cells were cultivated in Roswell Park Memorial Institute-1640 (RPMI-1640, Biological Industries, Israel) medium containing 10% FBS at 5% CO_2_ and 37°C.

### 2.5 The 5-ethynyl-2′-deoxyuridine (EdU) cell proliferation assay

CRC cells were cultured in 12-well plates and subjected to incubation with an EdU Cell Proliferation Kit (C10310, RiboBio, China) as per the manufacturer’s instructions. The subsequent EdU cell proliferation assay was conducted utilizing a fluorescence microscope, adhering strictly to the provided guidelines.

### 2.6 Cell invasion assays

Matrigel was utilized to coat the Transwell chamber filters. CRC cells transfected with specific siRNAs were seeded into the upper chamber of the Transwell plate and suspended in serum-free DMEM. The lower chamber was filled with a medium containing 10% FBS. The cells in the upper well were eliminated by gently swabbing the top surface of the membrane. The membranes were subsequently subjected to staining and the residual cells were quantified, with a total of four high-power fields evaluated for each individual membrane.

### 2.7 Antibodies and reagents

Anti-HDAC1 (34589), anti-HDAC2 (57156), anti-MTA1 (5646), anti-MTA2 (15793), and anti-MBD3 (99169) antibodies were purchased from Cell Signaling Technology. Anti-RbAp48 (11G10) antibody was purchased from Invitrogen. Anti-MTA3 (A2328), anti-CLDN7 (A2305), anti-ANXA7 (A21109) antibodies were purchased from ABclonal. The siRNAs used in this study were purchased from JTSBIO Co., Ltd.

### 2.8 RNA-seq analysis and real-time quantitative reverse transcription-polymerase chain reaction (qRT-PCR)

Total RNA was isolated from the samples using TRIzol reagent (Invitrogen) in accordance with established protocols. For RNA-seq analysis, three biological replicate samples were prepared and sequenced using an Illumina NextSeq 500. Differentially expressed genes (DEGs) were identified based on a fold change of 1.5 and *p*-value < 0.001, followed by cDNA preparation using the Transcriptor First Strand cDNA Synthesis Kit (Roche, Basel, Switzerland) after total RNA extraction for qRT-PCR analysis. The qRT-PCR was conducted using an ABI PRISM 7500 System (Applied Biosystems), with *β*-actin (ACTB) expression serving as an internal control for quantitation via the comparative Ct method (2^−ΔΔCT^). Supplementary Table S1 lists the primers utilized in this study.

### 2.9 The extracellular acidification rate (ECAR) assay

ECAR was measured using a Seahorse XF96 Extracellular Flux Analyzer, according to the manufacturer’s instructions. Cells were plated into the wells of an XF96 cell culture microplate and incubated at 37°C in a CO_2_ incubator for 24 h to ensure attachment. The assay was initiated after cells were equilibrated for 1 h in XF assay medium supplemented with 10 mM glucose, 5 mM sodium pyruvate, and 2 mM glutamine in a non-CO_2_ incubator. Substrate-based metabolic assays were performed by injecting 10 mM glucose after starvation in XF DMEM assay medium (pH 7.4; Seahorse Bioscience). For starvation, the culture medium was removed at hourly intervals for a total of 5 h and washed once with phosphate-buffered saline, and then starvation was induced by adding XF DMEM assay media (without glucose, pyruvate, or glutamine). During the starvation process, cells were maintained at 37°C in a CO_2_ incubator. The ATP rate assay involved the sequential injection of 2 μM oligomycin and 0.5 μM rotenone/antimycin A.

### 2.10 Immunopurification and mass spectrometry

HEK293T cells were transfected with a plasmid encoding FLAG-tagged ZEB1 and subsequently collected 48 h post-transfection. Cell lysates obtained from approximately 5 × 10^8^ cells were incubated with an anti-FLAG M2 affinity gel (Sigma) for at least 4 h to facilitate the adsorption of the protein complex onto the column resin. Subsequently, elution of the FLAG protein complex was performed using the FLAG peptide (0.2 mg/mL; Sigma-Aldrich), following the manufacturer’s protocol. The collected proteins were then resolved on a sodium dodecyl sulfate-polyacrylamide gel, subjected to silver staining, and finally analyzed through liquid chromatography-tandem mass spectrometry.

### 2.11 Western blotting

Cells were washed with ice-cold PBS before being added to radio immunoprecipitation assay (RIPA) lysate and were then lysed at 4°C for 10 min. The BCA protein level was quantified, and protein lysate was added to the loading buffer for 10 min at 95°C. Electrophoresis was carried out at 100 V. Polyvinylidene fluoride was used to transfer the proteins from the gel to the membrane. The primary antibody (diluted in primary antibody diluent) was added and incubated overnight at 4°C. The secondary antibody prepared in 5% skimmed milk was added the next day, and the membranes were incubated for 1 h at 25°C with gentle mixing. Chemiluminescence images were obtained using a darkroom development technique.

### 2.12 The glutathione S-transferase (GST) pull-down assay

GST-fused nucleosome remodeling and deacetylase (NuRD) subunit constructs were expressed in BL21 *Escherichia coli*, while ZEB1 was subjected to *in vitro* transcription and translation using a rabbit reticulocyte lysate kit (TNT Systems, Promega). About 5 g of the GST fusion proteins were incubated with 5–8 μL of the in vitro-transcribed/translated products in binding buffer at 37°C for 30 min and supplemented with a protease inhibitor mixture. Following five washes with binding buffer, the resulting mixture was subjected to Western blot analysis.

### 2.13 Chromatin immunoprecipitation (ChIP) and quantitative ChIP (qChIP) assays

ChIP experiments were performed on SW480 cells as previously described (Wang et al., 2009). In brief, a total of 1 × 10^7^ cells were subjected to cross-linking with 1% formaldehyde, followed by sonication and pre-clearance. The cell lysates were incubated with 2 µg of specific antibody. The resulting complexes underwent five rounds of washing using low- and high-salt buffers, after which DNA was purified utilizing a QIAquick PCR Purification Kit. For qRT-PCR analysis, the TransStart Top Green qPCR Supermix (TransGen Biotech, Shanghai, China) was employed. The primer sequences utilized in this study can be found in Supplementary Table S2.

### 2.14 Statistical analysis

All statistical analyses and corresponding visualization were performed using the R Studio software version 3.6.3 (RStudio, United States) and SPSS Statistics software (SPSS, Inc., United States). Statistical data were analyzed by Student’s *t*-test. All experimental data were analyzed and visualized with R Studio or GraphPad Prism 8 (GraphPad Software, Inc, United States). Kaplan-Meier curve analyses were performed using the “survminer” R package. For all statistical tests, a two-tailed *p*-value <0.05 denoted statistical significance, which is indicated by *p-value < 0.05 and **p-value < 0.01.

## 3 Results

### 3.1 Identification of differentially expressed TFs and WGCNA analysis in CRC

We analyzed the expression matrix of 981 non-redundant human-reported TFs sourced from the JASPAR and TRRUST databases to explore the clinical significance of their dysregulation in CRC development. A total of 430 tissue samples from the TCGA database (379 cancer and 51 adjacent tissues; Table 1) were used to perform differential expression analysis, with the criteria of abs (log_2_ fold change) > 1 and false discovery rate (FDR) < 0.05. From this analysis, we identified 250 differentially expressed genes (DEGs) as CRC-related TFs (Figures 1A, B).

**TABLE 1:** Sample prognostic traits statistics.

	Tumor	Normal
Gender		
Male	208	23
Female	171	28
Age (years)		
Mean	64	69
Median	66	73
Pathologic_stage		
Stage I	57	8
Stage II	137	24
Stage III	114	9
Stage IV	52	9

**FIGURE 1:**
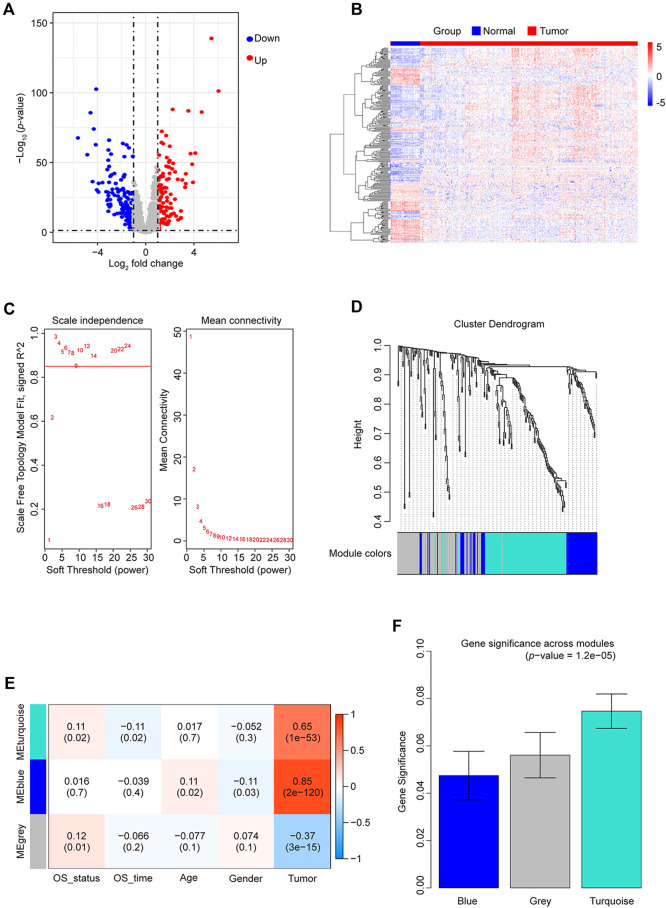
Differentially expressed TF statistics and WGCNA results in CRC. **(A)** Volcano plot displaying differentially expressed TFs. **(B)** Heatmap of differently expressed TFs. **(C)** Analysis of the network topology at various soft-threshold powers. Check scale-free topology; the adjacency matrix was defined using soft thresholds with *β* = 3. **(D)** Clustering dendrograms of TFs with dissimilarity based on topological overlap, together with assigned module colors. **(E)** Calculation of the correlation between the module and the phenotype. OS, overall survival. **(F)** Bar plot indicating mean significance across modules. Gene significance represents the correlation between modules and CRC.

By employing WGCNA, we constructed a co-expression network using 250 candidate TFs for CRC. We built the network using a one-step method with 3 as the power (R^2^ > 0.85), further merging similar modules with height < 0.25 (Figure 1C), yielding only two module groups: 113 genes in the turquoise module, 62 in blue, and 75 unclassified (gray) (Figure 1D). We evaluated the correlation of TFs from these modules with the prognostic phenotype overall survival status (OS_status). The TFs in the turquoise modules exhibited the highest correlation (correlation coefficient of 0.11; *p*-value = 0.02) with OS_status (Figure 1E). Calculating the correlation matrix between TFs and OS_status in each module generated the gene significance (GS) index (Figure 1F). The TFs in the turquoise module demonstrated the highest average GS index. Therefore, we employed Cytoscape to screen TFs in the turquoise module based on their degree. At a degree of up to 112, 62 TFs were selected with a higher node count. Subsequently, there were none hub TFs when the degree was increased again. Finally, we identified 62 hub TFs (Supplementary Table S3) using a degree threshold of 112 for subsequent analysis.

### 3.2 Construction of prognostic TFs for CRC

To identify key TFs associated with CRC prognosis, 62 hub TFs were analyzed in 378 cancer samples with prognostic data. Through single-variable Cox regression analysis using the “clusterProfiler” R package (http://www.bioconductor.org/packages/release/bioc/html/clusterProfiler.html) (Wu T. et al., 2021), we identified a total of 14 TFs exhibiting a high correlation [hazard ratio < 1, 95% confidence interval (CI) < 1] (Figure 2A). The enrichment analysis results of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways for these 14 TFs are presented in Supplementary Figure S1. By employing LASSO regression analysis on these 14 TFs (Figure 2A), we cross-validated 13 TFs based on the minimum lambda value, namely, lambda.min, and constructed a cancer-related prognostic risk-scoring model. This model effectively stratified 378 cancer samples into high- and low-risk groups, determined by their respective median scores (189 samples in each group). The Kaplan-Meier curve demonstrated a significant correlation between the high-risk group and unfavorable prognosis in CRC (*p*-value < 0.0001, Figures 2B, C). Moreover, the receiver operating characteristic (ROC) curve demonstrated an impressive area under the curve (AUC) value of 0.706, indicating excellent model performance and enhanced predictive capability.

**FIGURE 2:**
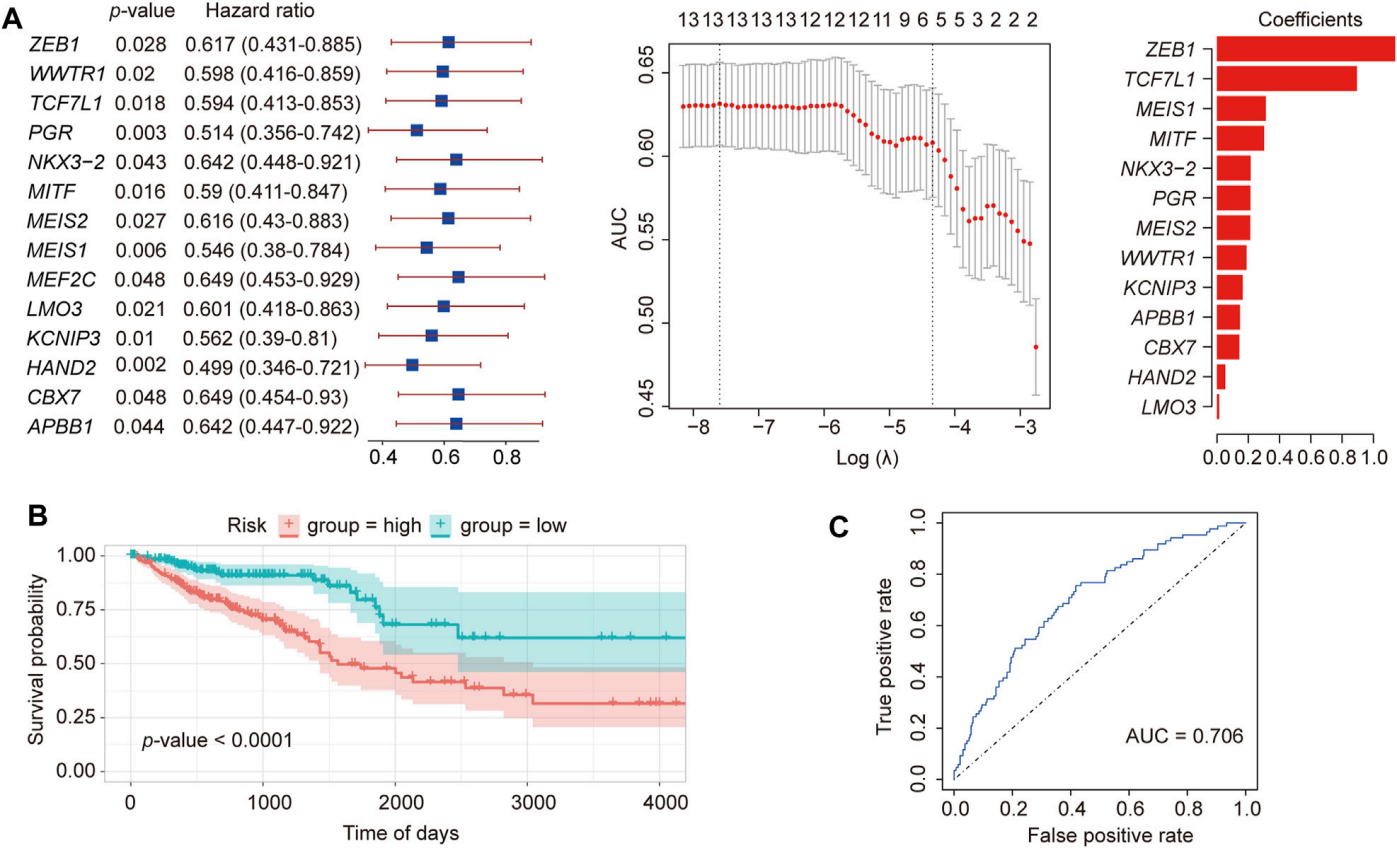
Construction of a prognostic TF model of CRC. **(A)** LASSO regression of 13 differential TFs constructed using Cox single-factor regression. **(B)** Kaplan-Meier curve verification for overall survival and receiver operator characteristics curve. **(C)** Verification of the prognostic model.

To validate our model, we also downloaded CRC-related data from the GEO database (GSE14333, Supplementary Figure S2). In the Kaplan-Meier curve of the external dataset, we observed a highly significant association between the high- and low-risk groups and survival time (*p*-value = 0.00082), providing strong evidence for the suitability of our model in prognostic prediction.

### 3.3 Multivariate cox regression analysis and TF-target gene network construction

To explore other additional factors affecting CRC, a total of 317 samples, including phenotypic data, were subjected to Cox single-factor regression analysis for age, sex, pathological stage, lymphatic invasion, and risk score. The analysis revealed that pathological stage emerged as the most influential factor, supported by the hazard ratio, 95% CI, and *p*-value. The multivariate Cox regression analysis showed similar results (Figure 3A). A nomogram was constructed according to the multivariate Cox regression model, which indicated that risk score, pathologic stage, and age contributed significantly to the prognostic analysis, whereas lymphatic invasion and sex exhibited almost no effect (Figure 3B). The calibration curve indicated a higher level of concordance between projected and observed overall survival (OS) rates at 1-year, 2-year, and 3-year intervals compared to the prognostic accuracy for 5-year OS predictions. (Figure 3C).

**FIGURE 3:**
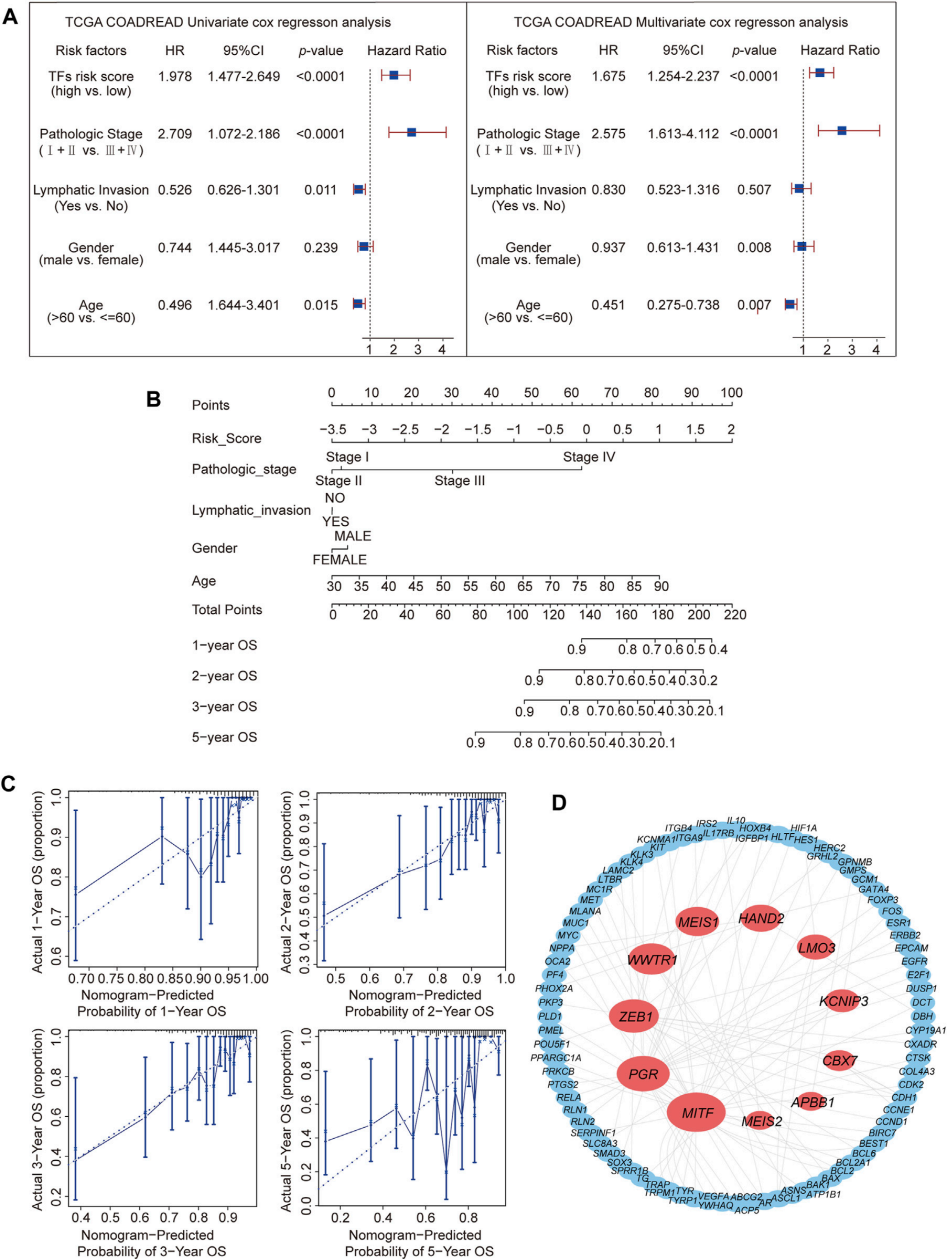
Prediction of the prognosis probability and TF target gene network construction. **(A)** Single-variable Cox regression analysis in the CRC cohort. **(B)** The nomogram for CRC is based on a multivariate Cox regression. **(C)** Calibration curves for 1-, 2-, 3-, and 5-year overall survival. **(D)** Target gene network for 11 TFs.

Typically, TFs modulate downstream genes by binding to their promoters (Yang and Wang, 2021). Therefore, the protein interaction network (details shown in Supplementary Table S4) of the 11 TFs’ targets from the TRRUST database (none of the reported corresponding targets for *NKX3-2* and *TCF7L1*) was analyzed (Figure 3D). This analysis revealed *MITF* with the highest node degree (Yang and Wang, 2021), followed by *PGR* (Langfelder and Horvath, 2008) and *ZEB1* (Lambert et al., 2018). These 3 TFs had high correlation coefficients in the prognostic model. Based on the three most significant TFs identified through LASSO regression analysis, *ZEB1*, *MEIS1*, *MITF*, and *PGR* were identified as the TFs most relevant to CRC prognosis.

### 3.4 Survival analysis and validation of the hub TF functions in CRC

To identify TFs more strongly associated with CRC prognosis, Kaplan-Meier analysis of ZEB1, MITF, PGR, TCF7L1, and MEIS1 was performed. Elevated ZEB1, PGR, and MEIS1 expression were observed to be linked with inferior overall survival outcomes in individuals diagnosed with CRC (https://www.proteinatlas.org/) (Figure 4A; Supplementary Figure S3A). Nevertheless, immunohistochemical results from the Human Protein Atlas database indicated that only ZEB1 protein expression was notably higher in CRC than in the corresponding adjacent tissues (Figure 4B; Supplementary Figure S3B). Based on the outcomes of the TF target gene network analysis, ZEB1 emerged as the most relevant TF for CRC prognosis.

**FIGURE 4:**
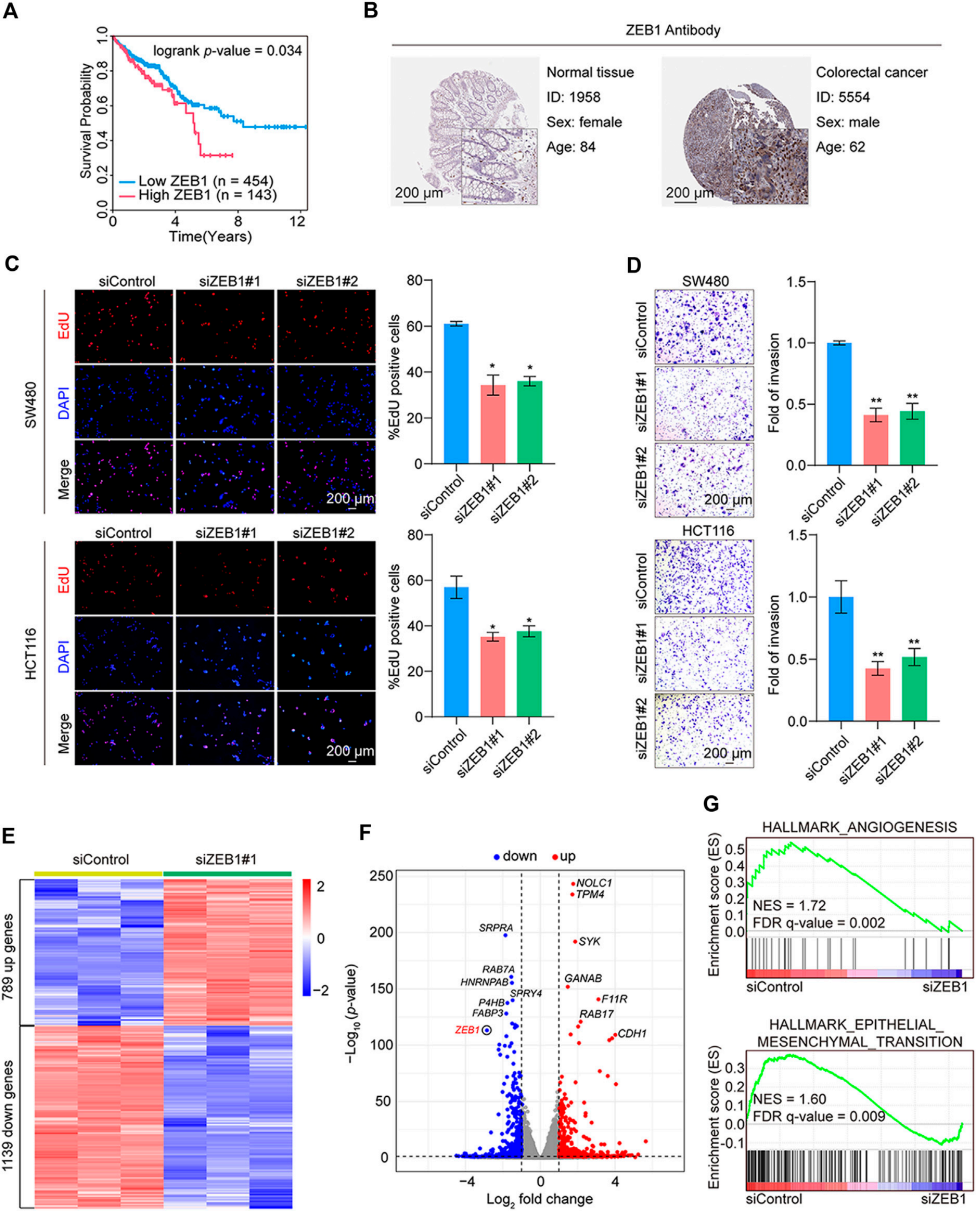
Validation of the hub TF and functional tests in CRC. **(A)** Kaplan-Meier analysis of the hub TF *ZEB1* with overall survival using the online database (https://www.proteinatlas.org/) for CRC. **(B)** Immunohistochemistry of ZEB1 in colorectal cancer and normal samples from the Human Protein Atlas database. **(C)** EdU cell proliferation assay of SW480 and HCT116 cells transfected with siControl or siRNAs targeting ZEB1. Error bars indicate means ± SD. The data was analyzed by two-tailed unpaired *t*-test, *p-value < 0.05 and **p-value < 0.01. **(D)** Transwell assays of SW480 and HCT116 cells transfected with siControl or siZEB1. The images represent one microscopic field in each group. Error bars indicate means ± SD. The data was analyzed by two-tailed unpaired *t*-test, *p-value < 0.05 and **p-value < 0.01. **(E)** Heatmap representation of DEGs (fold change > 1.5; *p*-value < 0.001) in control and ZEB1-knockdown SW480 cells. **(F)** Volcano plot representation of DEGs. **(G)** GSEA of angiogenesis and epithelial-mesenchymal transition pathways. NES, normalized enrichment score; FDR, false discovery rate.

Subsequent results from EdU assay revealed that ZEB1 knockdown suppressed cell proliferation (Figure 4C). The validation of siRNA efficiency in the two CRC cell lines is shown in Supplementary Figures S3C, D. In addition, the Transwell assays showed a marked reduction in cell invasion post-*ZEB1* knockdown in CRC cells (Figure 4D).

Further analysis involved RNA-seq analysis on *in vitro* cultured cells. 

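RNA was sequenced from 6 cultures of SW480, a human colorectal adenocarcinoma cell line, 3 transfected with a control siRNA (siControl) and 3 with an siRNA against ZEB1 (siZEB1). The record of the series gives 48 h between transfection and RNA extraction, and the text of the paper gives no time for these samples. The authors deposited the number of reads counted on each Ensembl gene in each culture, without normalization, and neither the paper's text nor the sample records name the aligner, the counting program, the genome build or the annotation. The counts summed to 21230794, 22357633 and 19261824 in the siControl cultures and to 19110385, 19349668 and 19040636 in the siZEB1 cultures. From these counts, the 14996 genes kept by edgeR's filter on low counts were normalized by the TMM method, and siZEB1 was compared with siControl by edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the 14996 genes. Levels are given as CPM, counts scaled to a common library size after TMM normalization, as the mean ± SD over the 3 cultures of a group, and fold changes as log2 of siZEB1 over siControl with the standard error (SE). The biological coefficient of variation was 6.58%, so that small fold changes of abundant genes passed the test, whereas fold changes of genes near 1 CPM rest on few reads per culture. Gene coordinates are those of GENCODE 29 on GRCh38, matched by gene identifier.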

We employed siRNAs to silence the expression of *ZEB1* in SW480 cells. 

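ZEB1 (ENSG00000148516, chromosome 10 from 31318495 to 31529814) had 1247, 1276 and 908 reads in the siControl cultures and 136, 132 and 162 reads in the siZEB1 cultures. Its level was 54.2 ± 6.24 CPM (SD, n = 3) with siControl and 7.51 ± 0.843 CPM (SD, n = 3) with siZEB1, a log2 fold change of -2.85 (SE 0.11, adjusted p = 4.85e-12) from edgeR's quasi-likelihood test. The level changed by -86.2%, and the lowest siControl culture lay above the highest siZEB1 culture. With each culture left out in turn, the log2 fold change stayed between -2.95 and -2.79.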

Three independent controls and three experimental groups targeting *ZEB1* knockdown were employed. Whole-transcriptome clustering analysis identified 789 upregulated and 1139 downregulated genes in the si*ZEB1* group [|fold change| > 1.5, *p*-value < 0.05]. 

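At a fold change above 1.5 and an unadjusted p-value under 0.05, edgeR's quasi-likelihood test called 1081 genes higher and 1402 genes lower in the siZEB1 cultures, of 14996 tested. A fold change above 2 moved these counts the most, to 390 higher and 477 lower. At an adjusted p-value under 0.05, with no limit on the fold change, 2849 genes were higher and 3186 were lower. The groups did not overlap at 7427 genes, 49.5% of those tested, against the 10% that chance gives for 3 cultures against 3. Among genes with an adjusted p-value under 0.05, a mean of at least 1 CPM and no overlap between the groups, the 5 largest rises were in BSPRY, ESPN, MAP7, CDH1 and CDH3, with log2 fold changes of 5.54, 4.18, 4.04, 4.01 and 3.84. BSPRY had 3, 0 and 2 reads with siControl and 60, 84 and 84 with siZEB1, so its fold change rests on few control reads. ZEB1 itself was among the 5 largest falls, and the other 4 were in GPRC5B (-3.19), RPL12P14 (-2.63), TP53I11 (-2.61) and CEROX1 (-2.52). RPL12P14 is annotated as a processed pseudogene, whose reads the counting could have shared with its parent gene, and the 3′UTRs of GPRC5B and TP53I11 each hold the 7-mer GAACACA.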

Figures 4E, F depict a heatmap and volcano plot illustrating the DEGs. 

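All 14 genes labelled in Figure 4F had a log2 fold change in the same direction in each fit that left out 1 culture, and adjusted p-values of 5.36e-12 or lower in edgeR's quasi-likelihood test. Of the 7 higher genes, GANAB rose the least, by 1.47 (SE 0.055), and CDH1 the most. F11R, at 3.11, shares 36.6% of its exonic bases with another annotated gene on the same strand, so its count depends on how the authors' program treated shared reads. NOLC1 rose from 249 ± 7.63 CPM to 843 ± 4.73 CPM and TPM4 from 195 ± 1.31 CPM to 642 ± 7.28 CPM (SD, n = 3 each), changes far larger than the spread between cultures. Besides ZEB1, the 6 lower genes ranged from SRPRA, at -1.86 (SE 0.060), to SPRY4, at -1.48 (SE 0.057). Of these 6, the 3′UTRs of HNRNPAB, P4HB, RAB7A, SPRY4 and SRPRA hold the 7-mer GAACACA, and that of FABP3 does not. Of the 7 higher genes, the 3′UTR of CDH1 holds GAACACA, and those of SYK and TPM4 hold the 7-mer CGGAGAA, as does that of P4HB among the lower genes.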

The DEGs were subjected to gene set enrichment analysis (GSEA), revealing significant enrichment in various cancer-related cellular processes, including angiogenesis and epithelial-mesenchymal transition pathways (Figure 4G). These compelling findings strongly support the notion that ZEB1 plays a pivotal role in promoting the proliferation and invasion of CRC, thereby contributing to cancer progression.

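The gene sets of the paper's GSEA were not used here, and lists compiled by hand stand in for them, tested by camera with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 11 lists. Of 35 listed angiogenesis genes, 23 were tested, with a median log2 fold change of -0.29 (camera, adjusted p = 0.00287). At an adjusted p-value under 0.05 in edgeR's test, 11 were lower and 5 higher, and 16 passed when adjusted over the list alone. The paper labels 5 of these genes in Figure 5A, and the median of the others was -0.061. FGF18 fell from 16.2 ± 0.285 to 3.46 ± 0.294 CPM, a log2 fold change of -2.23 (SE 0.12, adjusted p = 2.48e-10). PDGFA, NOTCH1 and FGFR1 fell by 1.47, 0.77 and 0.77 on the log2 scale. VEGFA went the other way, from 56.5 ± 0.999 to 80.2 ± 3.48 CPM (adjusted p = 1.09e-05), as did DLL4, at 0.74 (adjusted p = 0.0287). The DLL4 call was lost in 3 of the 6 fits that each left out 1 culture, where the adjusted p-value reached 0.114 without siControl replicate 2. It was also lost with DESeq2's Wald test in place of edgeR (adjusted p = 0.0634). Of the 33 epithelial genes tested, 28 were higher and 0 lower at an adjusted p-value under 0.05, and at an unadjusted p-value none was lower either, since all 33 log2 fold changes were above 0. Their median was 1.12 (camera, adjusted p = 4.13e-44), and 28 passed when adjusted over the list alone. The paper names 5 of them from these cultures, and the median of the others was 1.06. CDH1 (chromosome 16 from 68737225 to 68835548) rose from 39, 54 and 26 reads to 594, 540 and 606 reads. SPINT1, ESRP1 and MARVELD3 rose by 3.18, 3.40 and 3.16 on the log2 scale, each with no overlap between the groups. Of the 34 mesenchymal genes tested, 15 were lower and 2 higher, with a median of -0.21 (camera, adjusted p = 0.00333), and 19 passed when adjusted over the list alone. Without the 1 mesenchymal gene that the paper names from these cultures, the median was -0.19. TGFBI, CDH11, FN1 and COL6A1 fell by 1.24, 0.97, 0.94 and 0.80. VIM, at 277 ± 20.3 CPM with siControl and 258 ± 17.1 CPM with siZEB1, differed by less than the test could separate from the spread between cultures (adjusted p = 0.255). Of the 8 lists that camera called among the 11, 8 were called under fry and 3 with a correlation estimated from the data, the epithelial genes among them. With that estimate, the adjusted p-value was 0.0511 for the angiogenesis genes and 0.0511 for the mesenchymal genes, the highest over their alternatives, and the lowest were 2.78e-05 and 0.000149.

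**Figure D1:**
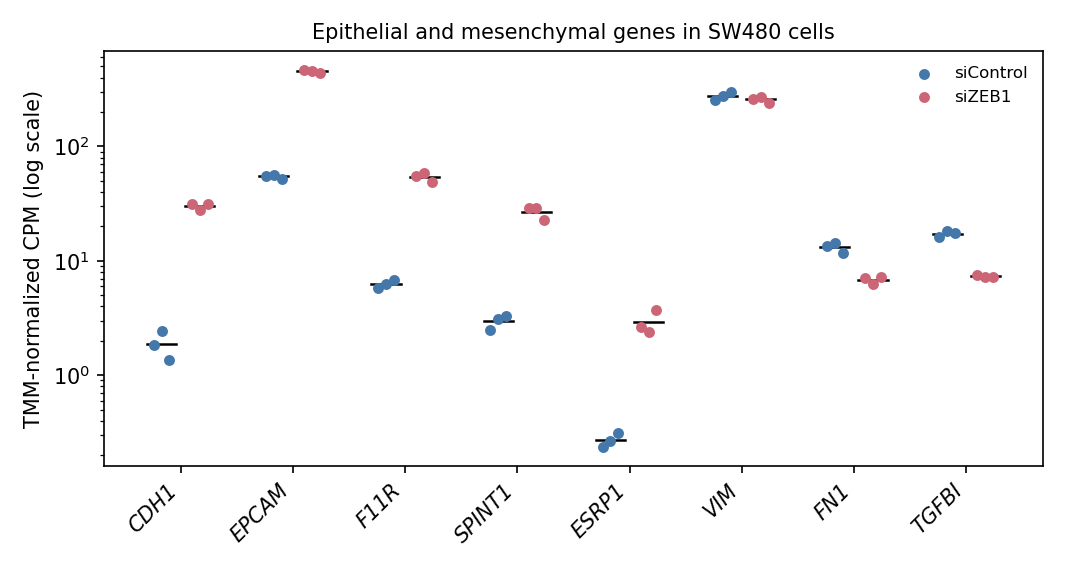
TMM-normalized CPM on a log axis for 5 epithelial genes (CDH1, EPCAM, F11R, SPINT1 and ESRP1) and 3 mesenchymal genes (VIM, FN1 and TGFBI). Each point is a culture, 3 per group, and each line a group mean. EPCAM rises from 54.7 ± 2.29 to 454 ± 14.1 CPM (mean ± SD), whereas the VIM groups overlap.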

### 3.5 Biological functional analysis of ZEB1

To further validate the involvement of ZEB1 in the modulation of CRC with malignant characteristics, our investigation was centered on analyzing RNA-seq outcomes. The KEGG pathway analysis revealed enrichment in metabolic, MAPK signaling, and PI3K-Akt signaling pathways (Figure 5A). 

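Of the 57 genes labelled in Figure 5A, 54 passed the filter on low counts, and all 54 were lower in the siZEB1 cultures at an adjusted p-value under 0.05 in edgeR's test, with log2 fold changes from -2.31 to -0.59 and a median of -0.89. These genes were chosen by the paper from the same cultures, so their tally is not independent of its calls. The 3 lowest were CACNA1G (-2.31), FGF18 and MAOB (-2.11). CACNA1G rested on 27, 14 and 15 reads with siControl and 3, 4 and 3 with siZEB1, and the 3′UTR of MAOB holds the 7-mer GAACACA. As a readout of MAPK signaling, 16 ERK-responsive genes compiled by hand were tested as a list. At an adjusted p-value under 0.05, 9 were lower and 5 higher, with a median log2 fold change of -0.34 (camera, adjusted p = 0.0121), and 14 passed when adjusted over the list alone. Without the 1 ERK-responsive gene that the paper names from these cultures, the median was -0.32. The call was lost with a correlation estimated from the data, and over all alternatives the adjusted p-value ran from 4.82e-05 to 0.0799. SPRY4 fell from 378 ± 13.8 to 136 ± 2.68 CPM, and SPRY2, EPHA4 and ETV5 fell by 0.69, 0.59 and 0.58 on the log2 scale. PHLDA1 rose from 12.8 ± 2.37 to 28.1 ± 0.405 CPM, a log2 fold change of 1.14 (SE 0.11, adjusted p = 3.84e-07). The 3′UTRs of SPRY4 and EPHA4 hold GAACACA.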

Pathways such as cell migration, regulation of glucose metabolic processes, and response to hypoxia were examined using GO analysis (Figure 5B). 

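The GO terms themselves were not used here. For cell migration, 39 genes of a list compiled by hand were tested, and 10 were higher and 9 lower at an adjusted p-value under 0.05 in edgeR's test, while 22 passed when adjusted over the list alone. Their median log2 fold change was 0.022, and the list as a whole was not separated from the other genes (camera, adjusted p = 0.781). RAC1 rose from 299 ± 21.8 to 496 ± 17.5 CPM, a log2 fold change of 0.73 (SE 0.061, adjusted p = 6.19e-08), and DIAPH1 rose by 0.57 on the log2 scale. VCL fell from 428 ± 29.7 to 265 ± 8.87 CPM, a log2 fold change of -0.69 (SE 0.060, adjusted p = 1.11e-07). NRP1 and ITGA6 fell by 0.52 and 0.50. Each of these 5 changes was larger than the spread between cultures, with no overlap between the groups. The 3′UTRs of VCL and ITGA6 hold the 7-mer GAACACA.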

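A list of 22 glycolytic enzymes and glucose and lactate transporters, compiled by hand to cover the steps from glucose import to lactate export, was tested for glycolysis. At an adjusted p-value under 0.05 in edgeR's test, 10 of them were lower and 1 higher in the siZEB1 cultures, and 15 passed when adjusted over the list alone. The median log2 fold change was -0.22 and lay at percentile 0.05 of 10000 random lists matched on expression. The paper names 6 of the 22 from these cultures, and the median of the others was -0.15. The list was called by camera with a preset correlation (adjusted p = 0.0193) but not with a correlation estimated from the data, and over all alternatives the adjusted p-value ran from 0.000376 to 0.305. The glucose transporter SLC2A1 (chromosome 1 from 42925375 to 42959176) fell from 2049 ± 31.1 to 1286 ± 21.4 CPM, a log2 fold change of -0.67 (SE 0.046, adjusted p = 5.55e-09). The lactate transporters SLC16A3 and SLC16A1 fell by 0.56 and 0.43, PFKP by 0.37 and HK2 by 0.33 on the log2 scale. HKDC1 had the lowest value, -0.82, at 4.03 ± 0.628 CPM with siControl. The glucose transporter SLC2A3, the more abundant of the pair at 3718 ± 95.3 CPM, rose to 4973 ± 126 CPM (adjusted p = 9.34e-07). GAPDH (-0.11, adjusted p = 0.116), ENO1 (0.019, adjusted p = 0.801) and PGK1 (0.12, adjusted p = 0.0607) were not called, and the PGK1 3′UTR holds the 7-mer GAACACA. PGK1 was called as higher with median-of-ratios size factors and without siZEB1 replicate 3 (adjusted p = 0.0337), and over all alternatives its adjusted p-value reached 0.216. The sign of ENO1 changed in 3 of the 6 fits that each left out 1 culture, between -0.0074 and 0.068.

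**Figure D2:**
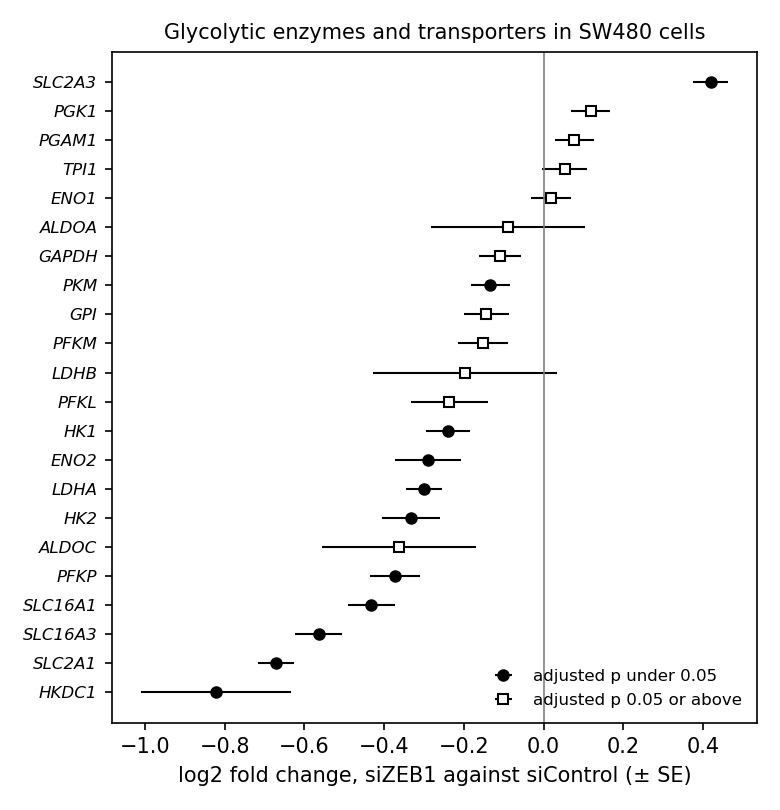
Log2 fold change of siZEB1 against siControl for the 22 glycolytic enzymes and transporters, from edgeR's fit over 3 cultures per group. Bars are ± SE, filled circles have an adjusted p-value under 0.05 and open squares do not. The values run from -0.82 (HKDC1) to 0.42 (SLC2A3).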

Interestingly, GSEA analysis revealed significant enrichment in glycolysis and hypoxia pathways in the siControl group but not in the si*ZEB1* group (Figure 5C). These RNA-seq data suggested that contribution of ZEB1 to colorectal tumor growth occurred by coordinating cell metabolism under hypoxic conditions (Figure 5D).

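Of 30 hypoxia-inducible genes outside the glycolytic list, 11 were lower and 6 higher at an adjusted p-value under 0.05 in edgeR's test, and 17 passed when adjusted over the list alone. The median log2 fold change was -0.11, and camera did not separate the list from the other genes (adjusted p = 0.503), whereas fry, which asks whether the members changed and not whether they changed more than other genes, did (adjusted p = 0.02, the lowest over the alternatives, of which the highest was 0.585). EGLN3 fell from 23.3 ± 0.993 to 9.91 ± 1.47 CPM, a log2 fold change of -1.23 (SE 0.11, adjusted p = 9.22e-08), and NDRG1 and ANGPTL4 fell by 0.78 and 0.75 on the log2 scale. ADM rose from 19.9 ± 2.11 to 38.2 ± 2.83 CPM, a log2 fold change of 0.94 (SE 0.091, adjusted p = 3.84e-07), and DDIT4 rose by 0.82. CA9 was near the limit of detection, at 1.22 ± 0.459 CPM with siControl and 0.802 ± 0.342 CPM with siZEB1, and was not called (adjusted p = 0.192). HIF1A (chromosome 14 from 61695513 to 61748259) was at 275 ± 20.5 CPM with siControl and 289 ± 20.6 CPM with siZEB1, a difference within the spread between cultures (log2 fold change 0.071, adjusted p = 0.427). From the enrichment of glycolysis and hypoxia sets in the control cells, together with the GO and KEGG terms, the paper proposes that ZEB1 contributes to tumor growth by coordinating cell metabolism under hypoxia.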

**FIGURE 5:**
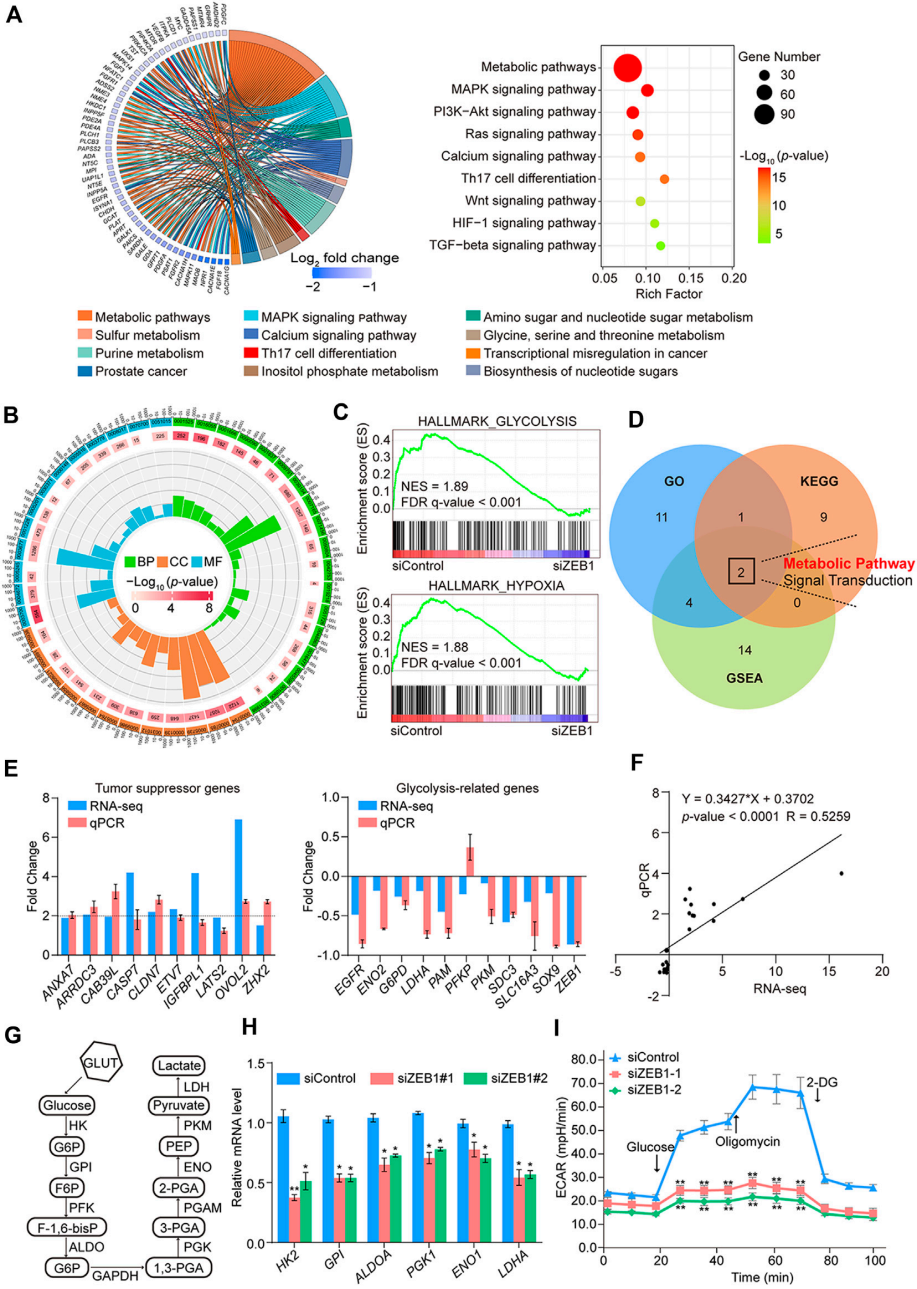
RNA-seq analysis and biological functional analysis of ZEB1 in SW480 cells. **(A)** Results of the KEGG pathway analysis of DEGs in control cells and ZEB1-knockdown cells. Data were analyzed using KOBAS 3.0 software. **(B)** GO enrichment analysis of DEGs in control cells and ZEB1-knockdown cells. **(C)** GSEA analysis plot of the glycolysis pathway and hypoxia pathway. NES, normalized enrichment score; FDR, false discovery rate. **(D)** Venn diagrams of overlapping pathways from GO, KEGG, and GSEA. Comparison of TSG and GRG expression in SW480 cells by column **(E)** and linear fit **(F)** of qRT-PCR vs. RNA-seq. **(G)** Schematic diagram of the glycolysis process. **(H)** qRT-PCR analysis of key enzyme mRNA in the glycolysis pathway in the ZEB1-knockdown SW480 cells. **(I)** Results of ECAR experiments in control cells and ZEB1-knockdown SW480 cells. **(E, H, I)** Error bars indicate means ± SD. The data was analyzed by two-tailed unpaired *t*-test, *p-value < 0.05 and **p-value < 0.01.

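Among putative tumor suppressor genes, ANXA7, ARRDC3, CAB39L, CLDN7, ETV7, IGFBPL1, LATS2, OVOL2 and ZHX2 each had a higher level in the siZEB1 cultures, with log2 fold changes from 0.60 for ZHX2 to 2.77 for OVOL2 and adjusted p-values under 0.05 in edgeR's quasi-likelihood test for all 9. Since the paper reports their rise from these cultures and does not say how it chose them, this tally is not independent evidence. The paper also sets qRT-PCR of these genes against RNA-seq in Figures 5E and 5F. In ZEB1-knockdown cells it reports higher CLDN7 and ANXA7 mRNA and protein, in Supplementary Figure S4D. Those measurements were not analysed here. ANXA7 (chromosome 10 from 73375101 to 73414076) rose from 56.8 ± 1.95 to 107 ± 1.27 CPM (SD, n = 3 each), a log2 fold change of 0.92 (SE 0.064, adjusted p = 7.63e-09). The log2 fold changes of ARRDC3, CAB39L and LATS2 were 1.04, 0.97 and 0.93, each with no overlap between the groups. CLDN7, ETV7, IGFBPL1 and OVOL2 had few reads. CLDN7 (chromosome 17 from 7259903 to 7263983) had 14, 19 and 7 reads with siControl and 26, 14 and 39 with siZEB1, or 0.623 ± 0.245 and 1.38 ± 0.655 CPM, and the groups overlapped. Its log2 fold change was 1.12 (SE 0.40, adjusted p = 0.0317). The call was lost in 4 of the 6 fits that each left out 1 culture, where the adjusted p-value reached 0.198 without siZEB1 replicate 3. ETV7 had 6, 11 and 11 reads with siControl and 12, 23 and 25 with siZEB1, a log2 fold change of 1.22 (adjusted p = 0.0207), and lost its call in 3 of those 6 fits, with adjusted p-values up to 0.0889. OVOL2 had 9, 10 and 9 reads with siControl and 51, 71 and 54 with siZEB1. IGFBPL1 had 6, 8 and 1 and 16, 15 and 25 reads, a log2 fold change of 2.01 (adjusted p = 0.00274). The 3′UTR of CAB39L holds the 7-mer GAACACA.

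**Figure D3:**
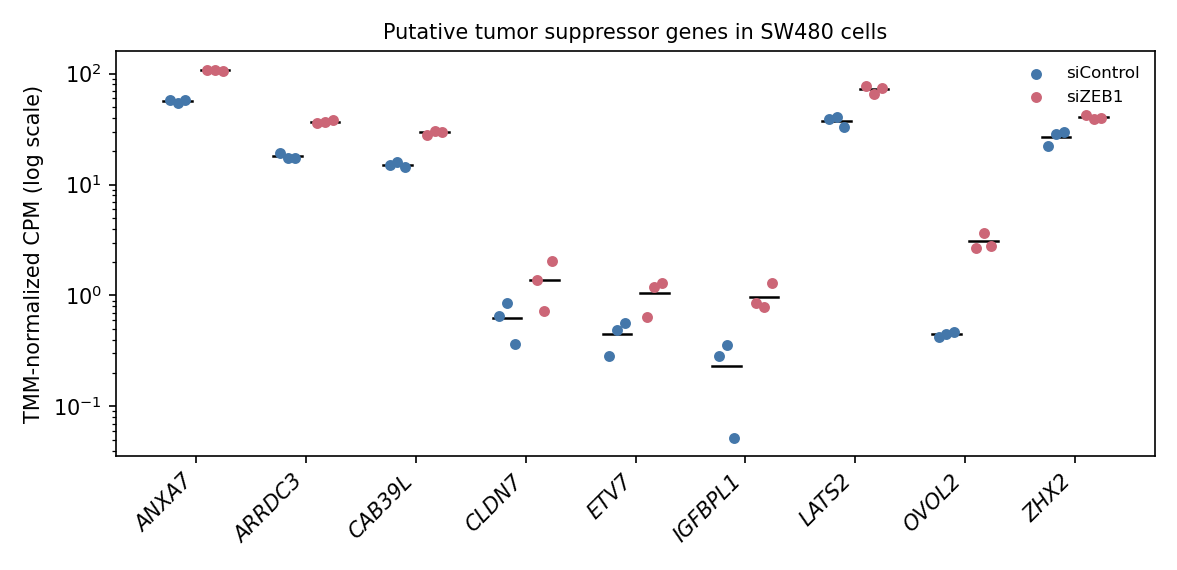
TMM-normalized CPM on a log axis for 9 putative tumor suppressor genes. Each point is a culture, 3 per group, and each line a group mean. The CLDN7 groups, at means of 0.623 and 1.38 CPM, overlap, and those of ANXA7, at 56.8 and 107 CPM, do not.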

In line with the RNA-seq findings, upregulation of putative tumor suppressor genes (TSGs), such as *ANXA7*, *ARRDC3*, *CAB39L*, *CASP7*, *CLDN7*, *ETV7*, *IGFBPL1*, *LATS2*, *OVOL2*, and *ZHX2*, was observed, underscoring the pivotal role played by epigenetic TSG silencing in driving tumorigenesis (Lee and Muller, 2010; Guo et al., 2023). In contrast, the expression of potential oncogenes, which also belong to glycolysis-related genes (GRGs), including *EGFR*, *ENO2*, *G6PD*, *LDHA*, *PAM*, *PKM*, *SDC3*, *SLC16A3*, and *SOX9*, was diminished in ZEB1-depleted cells (Figures 5E, F). 

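Among the GRGs, EGFR, ENO2, LDHA, PAM, PKM, SDC3, SLC16A3 and SOX9 were all lower in the siZEB1 cultures at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The paper reports their fall from these cultures and does not say how it chose them, so this tally is not independent evidence. Figures 5E and 5F of the paper also set qRT-PCR of GRGs against RNA-seq. The log2 fold changes of the GRGs listed above ran from -1.25 to -0.13. SDC3 fell from 43.5 ± 0.208 to 18.3 ± 1.35 CPM (SD, n = 3 each), a log2 fold change of -1.25 (SE 0.080, adjusted p = 2.95e-09). EGFR fell from 112 ± 11.5 to 57.4 ± 5.92 CPM, a log2 fold change of -0.96 (SE 0.087, adjusted p = 1.64e-07), and PAM and SOX9 fell by 0.86 and 0.35 on the log2 scale. LDHA (chromosome 11 from 18394388 to 18408425) fell from 1984 ± 3.95 to 1612 ± 45.2 CPM, a log2 fold change of -0.30 (SE 0.046, adjusted p = 5.66e-05), and its 3′UTR holds the 7-mer GAACACA. ENO2, at -0.29 (adjusted p = 0.00991), lost its call without siZEB1 replicate 1 (adjusted p = 0.0641, the highest over the alternatives, of which the lowest was 0.00245). PKM changed the least of these, from 3566 ± 162 to 3250 ± 138 CPM, a log2 fold change of -0.13 (SE 0.049, adjusted p = 0.0381). The PKM call was lost in 5 of the 6 fits that each left out 1 culture, with DESeq2 in place of edgeR and with median-of-ratios size factors. Over all alternatives its adjusted p-value ran from 0.0194 to 0.126, while its direction held in each.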

Hypoxia-inducible factor 1α (HIF1α) was a key factor regulating glycolysis. The abnormal expression of *HIF1A* promotes the glycolysis process, including in cancer cells (Semenza, 2003). In light of this information, the enrichment of GRGs indicates a potential significant role for ZEB1 in glucose metabolism. To validate this assumption, we quantified the mRNA levels of GRGs after ZEB1 knockdown. Figure 5G illustrates the key enzymes involved in glycolysis. These findings indicate that ZEB1 promoted the expression of GRGs (Figure 5H) and had a positive impact on glycolysis. Additionally, SW480 cells were transfected with siRNAs, and glycolytic activity was assessed using a Seahorse XFe24 system, revealing that diminished ZEB1 protein levels significantly reduced the ECAR of cells (Figure 5I). This result reflects diminished overall glycolysis levels. Based on these results, it can be speculated that ZEB1 modulates the progression of CRC by regulating certain TSGs and glycolytic processes.

### 3.6 ZEB1 transcriptionally represses TSGs through its interaction with the NuRD complex

Affinity purification and mass spectrometry were employed to enhance the mechanistic comprehension of ZEB1’s role in CRC. Mass spectrometry analysis demonstrated that ZEB1 was co-purified with subunits of the NuRD transcription repression complex, including HDAC1, MTA1, and MBD3 (Figure 6A). Supplementary Table S5 provides detailed information on the mass spectrometry results. The interaction between ZEB1 and components of the NuRD complex was validated through Western blotting using antibodies against these specific components in two CRC cell lines (Figure 6B). In addition, GST pull-down assays demonstrated a direct interaction between ZEB1 and HDAC1 as well as HDAC2 (Figure 6C; Supplementary Figure S4A). Notably, although MTA3 is a member of the NuRD complex, it did not interact with the ZEB1/NuRD complex.

**FIGURE 6:**
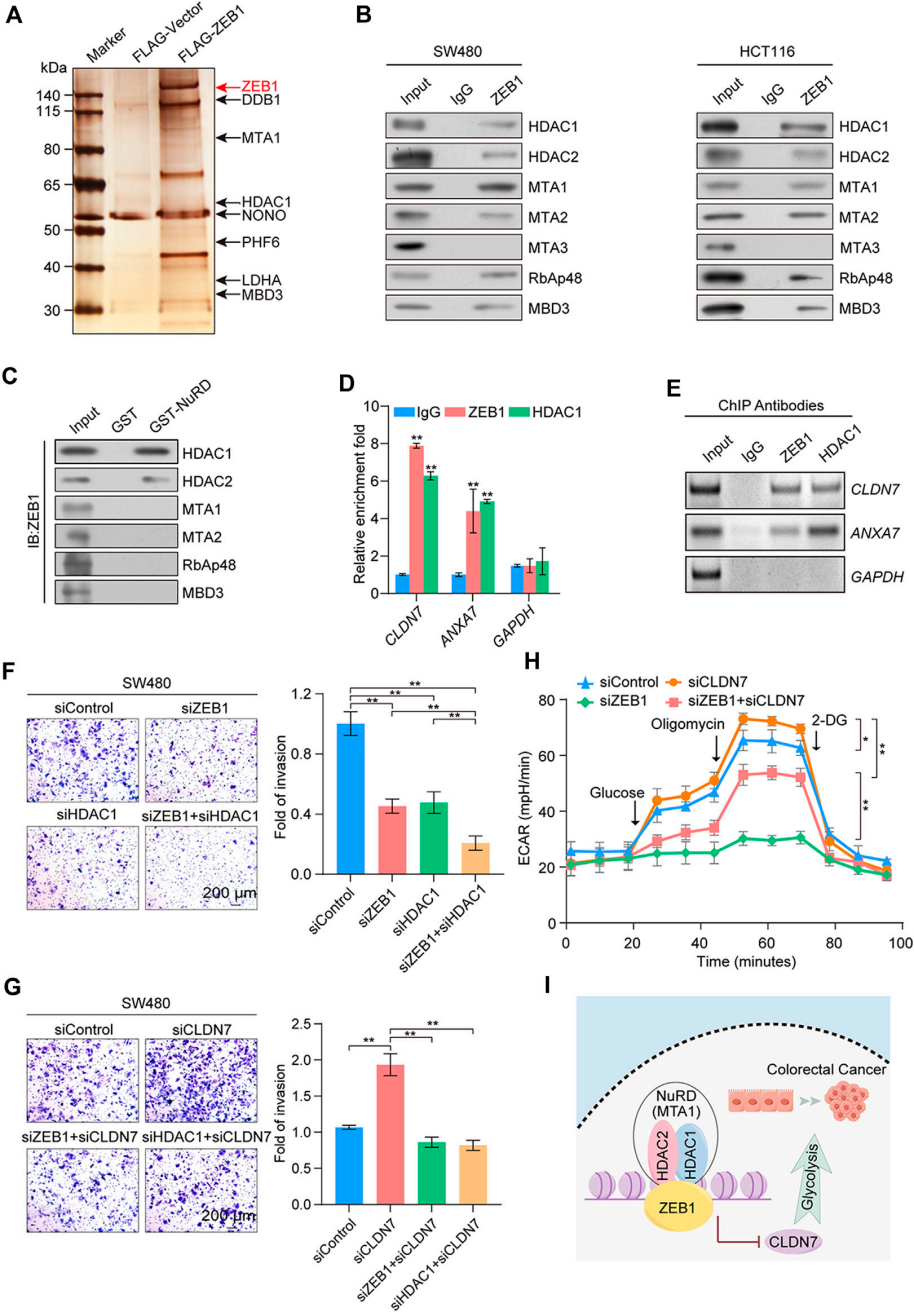
Identification of genome-wide transcription targets for ZEB1. **(A)** Immunoaffinity purification and mass spectrometry analysis of ZEB1-associated proteins in HEK-293T cells. ZEB1 protein bands were retrieved and analyzed using mass spectrometry. **(B)** Association of ZEB1 and the NuRD complex in SW480 and HCT116 cells. Whole-cell lysates were prepared, and coimmunoprecipitation was performed. **(C)** GST pull-down assays with GST-fused NuRD proteins and *in vitro* transcribed/translated ZEB1. **(D)** qChIP analysis of potential ZEB1 target genes in SW480 cells. Results are represented as fold change over control, with GAPDH as the negative control. **(E)** ChIP-PCR analysis in SW480 cells with indicated antibodies. **(F)**, **(G)** Transwell invasion assays of SW480 cells following transfection with corresponding siRNAs. Invading cells were stained and counted. Images represent one field under microscopy in each group. **(H)** Results of ECAR experiments in SW480 cells transfected with control or specific siRNAs. **(I)** A proposed model for the role of ZEB1 in regulating CRC progression. **(D, F–H)** Error bars indicate means ± SD. The data was analyzed by two-tailed unpaired *t*-test, *p-value < 0.05 and **p-value < 0.01.

Because of the preferential binding of ZEB1 with HDAC1 over HDAC2, we next performed ChIP experiments with specific antibodies against ZEB1 and HDAC1. This analysis was aimed at exploring the mechanism by which the ZEB1/NuRD(MTA1) complex co-regulates the CRC process. qChIP analysis was employed for *ANXA7*, *ARRDC3*, *CAB39L*, *CASP7*, *CLDN7*, *ETV7*, *IGFBPL1*, *LATS2*, *OVOL2*, and *ZHX2*. The ZEB1/NuRD complex was significantly enriched in the *CLDN7*, *ANXA7*, *CAB39L*, and *ETV7* promoter regions (Figure 6D; Supplementary Figure S4B). Due to the absence of substantial disparities in the protein levels of CAB39L, ETV7, OVOL2, and ZHX2 between neoplastic and neighboring tissues (Supplementary Figure S4C) and the lack of known immunohistochemical results for ARRDC3 in CRC, ChIP-PCR analyses were employed for *ANXA7* and *CLDN7* (Figure 6E). The results demonstrated a robust enrichment of ZEB1 and HDAC1 on the promoters of *CLDN7* and *ANXA7*, all of which are implicated in tumor suppression. The mRNA and protein levels of CLDN7 and ANXA7 in ZEB1- or HDAC1-knockdown SW480 cells were significantly increased (Supplementary Figure S4D). To gain further insights into the precise molecular mechanisms underlying ZEB1’s regulation of CRC, we conducted an extensive analysis using publicly available clinical datasets from the TCGA and GEO databases (GSE100179). This analysis demonstrated a negative correlation between CLDN7 expression and ZEB1, while ANXA7 showed the opposite trend (Supplementary Figure S4E). Moreover, Kaplan-Meier survival analysis demonstrated a significant correlation between increased CLDN7 expression and improved overall survival rates among patients with CRC (Supplementary Figure S4F).

The co-knockdown of ZEB1 and HDAC1 enhanced the effect of the knockdown of ZEB1 or HDAC1 alone (Figure 6F), whereas the knockdown of CLDN7 significantly restored the cell invasion ability, which was diminished by the knockdown of ZEB1 or HDAC1 alone (Figure 6G). Notably, the decrease in cellular glycolysis induced by ZEB1 deficiency was reversed by CLDN7 knockdown (Figure 6H). The expression of indicated proteins was measured by Western blotting (Supplementary Figures S4G, H). In summary, our findings demonstrate that the ZEB1/NuRD complex collaboratively suppressed the transcription of the tumor suppressor gene *CLDN7*, promoted glycolysis, and exerted an impact on tumor development (Figure 6I), potentially signifying the discovery of novel CRC biomarkers.

## 4 Discussion

TFs account for approximately 8% of the total human gene pool and exhibit associations with a diverse range of diseases and phenotype variations (Shi et al., 2016; Lambert et al., 2018), spanning from diabetes (Gonzalez et al., 2018), inflammatory disorders (Ross and Cantrell, 2018), and cardiovascular disease (Papanicolaou et al., 2008) to many cancers (Yu et al., 2009; Stine et al., 2015; Zou et al., 2020; Wu M. J. et al., 2021). Dysregulated TFs play a pivotal role in the pathogenesis of these diseases, underscoring their potential as valuable prognostic markers and therapeutic targets, particularly in cancer. To our knowledge, this study represents the first identification of prognosis-related TFs in CRC using advanced methodologies such as WGCNA and Cox regression analyses. Using WGCNA, we extracted core gene networks and identified biologically relevant modules involving functionally related TFs and attentional phenotypes in CRC. Considering that TFs in the turquoise model were highly correlated with OS_status, further scrutiny using LASSO regression analysis led to the identification of 13 prognostic TFs (*ZEB1*, *TCF7L1*, *MEIS1*, *MITF*, *NKX3-2*, *PGR*, *MEIS2*, *WWTR1*, *KCNIP3*, *APBBB1*, *CBX7*, *HAND2*, and *LMO3*). To isolate the most representative prognostic TFs, we then constructed a regulatory network diagram based on the interactions among these 13 TFs and performed survival analyses and phenotypic experiments using the top five hub TFs (*ZEB1*, *TCF7L1*, *MEIS1*, *MITF*, and *PGR*). This analysis finally pointed to *ZEB1* as the most closely associated TF with CRC. Subsequently, we conducted a comparative between the results of the WGCNA and COX regression analyses with the actual expression of tumor cells, validating the prognostic model and establishing the hub gene *ZEB1* as a CRC prognostic factor.

Although previous research applied WGCNA and Cox regression analysis to assessing tumors, none exclusively focused on identifying prognosis-related TFs in CRC. For example, Zhai et al. (2017) revealed five recurrence-associated molecular and prognostic indicators in colon cancer using WGCNA in colon cancer but did not construct a prognostic model using Cox regression analysis. Another study examined the correlations between stemness genes and prognosis in CRC (Wei et al., 2021) using WGCNA and LASSO-penalized Cox regression analyses; however, it did not specifically identify prognosis-related TFs. Because our study focused only on prognosis-related TFs, it is likely to be more precise. Moreover, the establishment of an independent prognostic factor and an effective prognostic model contributes to the credibility of our findings.

ZEB1 is predominantly recognized for its role in driving the epithelial-to-mesenchymal transition (EMT) in cancer cells, a process that promotes tumor progression (Larsen et al., 2016a). The upregulation of *ZEB1* expression has been observed to exhibit a positive correlation with elevated tumor grade and metastasis across various types of cancers (Zheng et al., 2015; Larsen et al., 2016b). Further, ZEB1 plays a pivotal part in shaping the tumor microenvironment and maintaining functions that support macrophages associated with tumors (Cortes et al., 2017; Jiang et al., 2020). Although previous research, such as that by Sun et al. hinted at *ZEB1* regulation by TCF4 contributing to drug resistance and stemness in CRC (Sun et al., 2020), the specific mechanism by which ZEB1 influences CRC prognosis remains unclear.

The NuRD complex exhibits histone deacetylation activity and primarily functions in transcriptional repression programs to regulate cancer metastasis (Liu et al., 2023). ZEB1 recruits the NuRD complex to form a transcriptional inhibitory unit, which was confirmed for the first time by using mass spectrometry analysis in CRC. The expression of *ANXA7*, *CLDN7*, *ETV7*, and *CAB39L* was inhibited by the newly formed complex. Furthermore, the ZEB1/NuRD(MTA1) complex was confirmed to regulate glycolysis and promote invasiveness of cancer cells, suggesting that the NuRD complex plays a role in glycolysis and cancer progression in CRC.

The Warburg effect refers to the aberrant metabolism of cancer cells, wherein they undergo high glycolysis even in oxygen-rich environments (Zhang et al., 2019; Hou et al., 2020). This modified metabolic process results in epigenetic and genetic modifications, leading to the emergence of numerous novel cellular phenotypes that augment the proliferation and aggressiveness of cancer cells (Li et al., 2018; Nie et al., 2020; Park et al., 2021). While reprogrammed cellular metabolism is a widely accepted hallmark of cancer (Hanahan and Weinberg, 2011), our study adds to this by reporting for the first time that ZEB1 significantly enhances glycolysis in CRC cells. We investigated the specific molecular mechanism underlying this physiological process by using immunoaffinity purification and ChIP techniques. Our results pinpointed a direct interaction between ZEB1 and the NuRD(MTA1) complex that collaboratively suppresses the expression of the TSG *CLDN7*. Previous studies have suggested that a loss of function in TSGs contributes to cancer cell malignancy (Lee and Muller, 2010). Further, Bhat et al. demonstrated that CLDN7 overexpression induces epithelial characteristics and inhibits CRC cells growth (Bhat et al., 2015). Moreover, CLDN7 also plays a crucial role cancer cell carbohydrate metabolism (Ding et al., 2022). However, in recent years, research on CLDN7’s role in regulating cancer glycogen metabolism has been limited. Thus, our findings, along with previous research, establish that the hub TF *ZEB1* promotes glycolysis in CRC cells by inhibiting metabolism-related TSG *CLDN7*, which is not conducive to prognosis (Figure 7). Consequently, ZEB1 could potentially serve as both a diagnostic and prognostic marker due to its multifunctionality in CRC.

**FIGURE 7:**
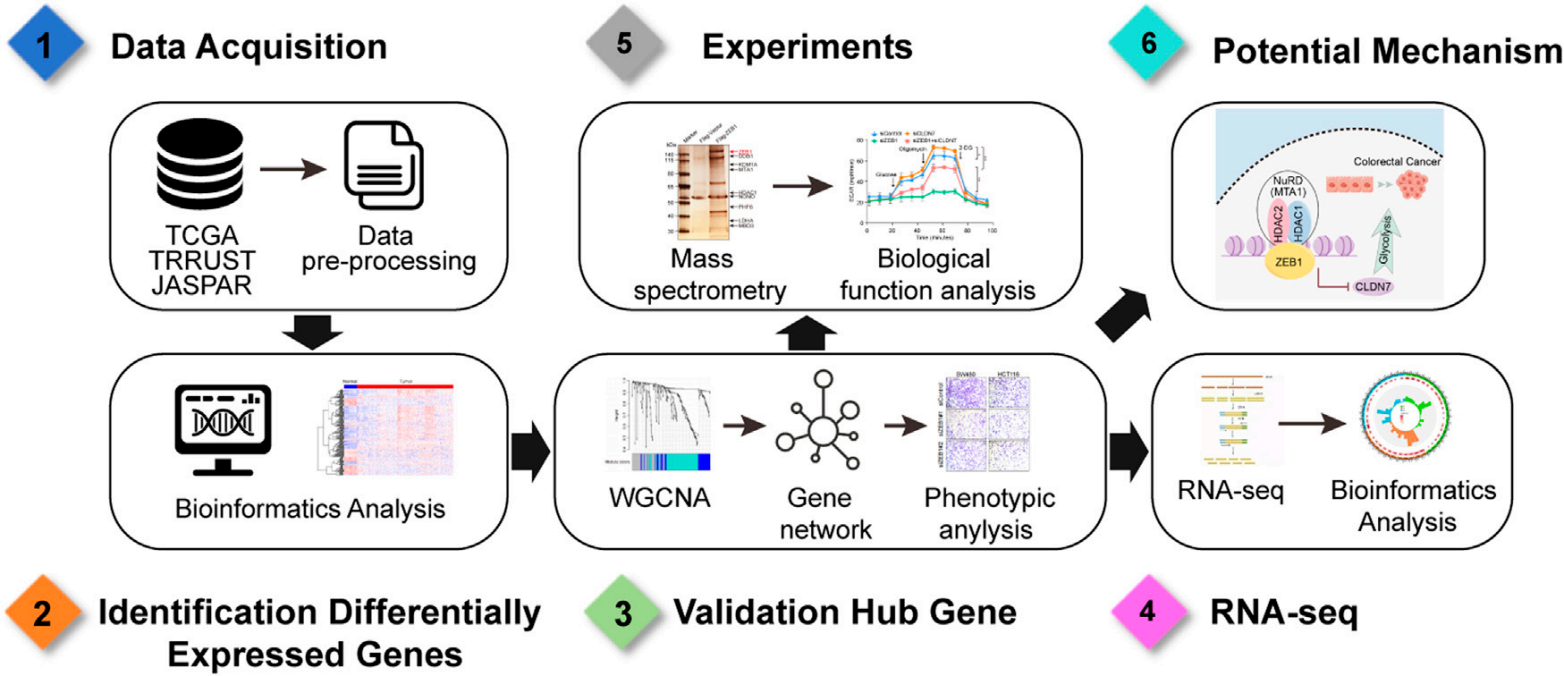
Workflow diagram of analyses.

In conclusion, our study utilized a comprehensive CRC dataset obtained from the TCGA database to identify TFs exhibiting differential expression patterns between normal and cancerous samples. By employing the WGCNA approach, we categorized functionally related TFs into biologically meaningful modules that were strongly linked to cancer progression and an attentional phenotype in CRC. Using a prognosis-related risk model, we successfully identified 13 prognosis-related TFs. Finally, ZEB1 emerged as a hub TF by combining the regulatory network diagram with the actual expression profiles within tumor cells. Crucially, we identified a clear molecular mechanism through which ZEB1 affects CRC progression and prognosis. Our study provides a direct reference for exploring prognosis-related TFs and is significant for understanding the roles of TFs in CRC. Despite these useful insights, our study has limitations. For example, the screened TFs are not the only factors affecting prognosis, indicating that the prognostic effect of related TFs may be slightly less than that of comprehensive factors at the pathological stage. Further investigations are imperative to elucidate the intricate molecular mechanisms and substantiate the pivotal role of ZEB1 in both diagnosis and therapeutic interventions for CRC.

## 5 Conclusion

In summary, our study has identified ZEB1 as a pivotal biomarker associated with cancer prognosis and elucidated the intricate molecular mechanism by which ZEB1 promotes CRC. The collaborative action of the ZEB1/NuRD complex transcriptionally represses the tumor suppressor gene *CLDN7*, stimulates glycolysis, and facilitates tumor progression. These findings present compelling evidence supporting the consideration of ZEB1 as a robust diagnostic biomarker and a potential therapeutic target for CRC.

## Data Availability

The original data presented in the study is deposited in the Gene Expression Omnibus (GEO) repository, accession number is GSE272912.

# Supplementary material for: Transcription factor ZEB1 coordinating with NuRD complex to promote oncogenesis through glycolysis in colorectal cancer
**Source:** Front Pharmacol. 2024 Aug 13;15:1435269. doi: 10.3389/fphar.2024.1435269

MDA1 SM480 2P:25B1

46/48 HCT116

MDA1 SM480 2P:25B1

MDA1 SM480 2P:25B1

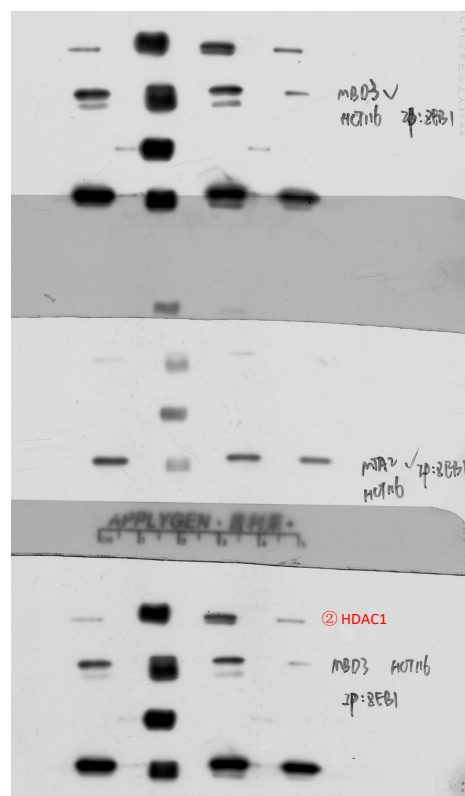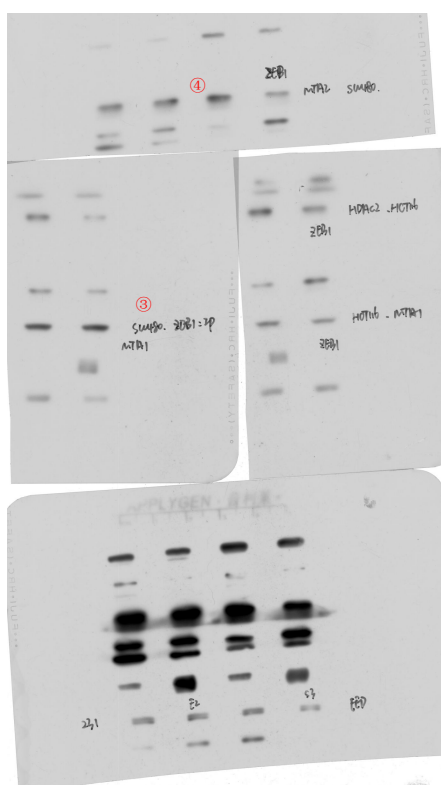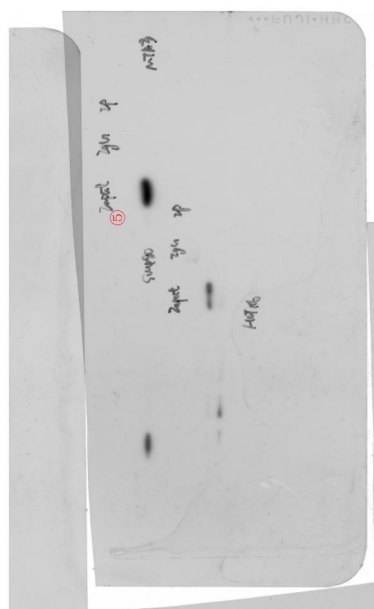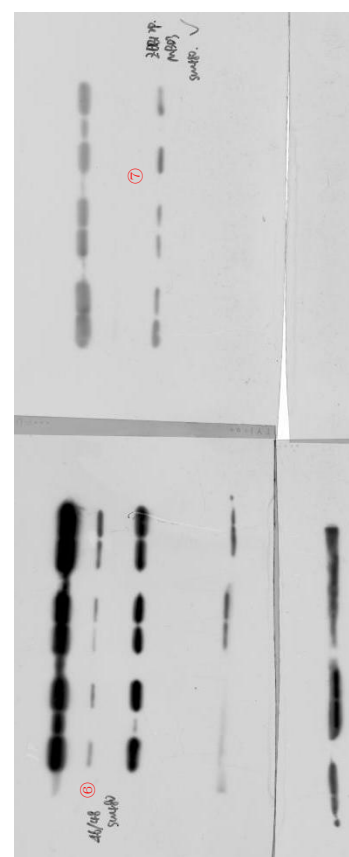

Figure 6B right

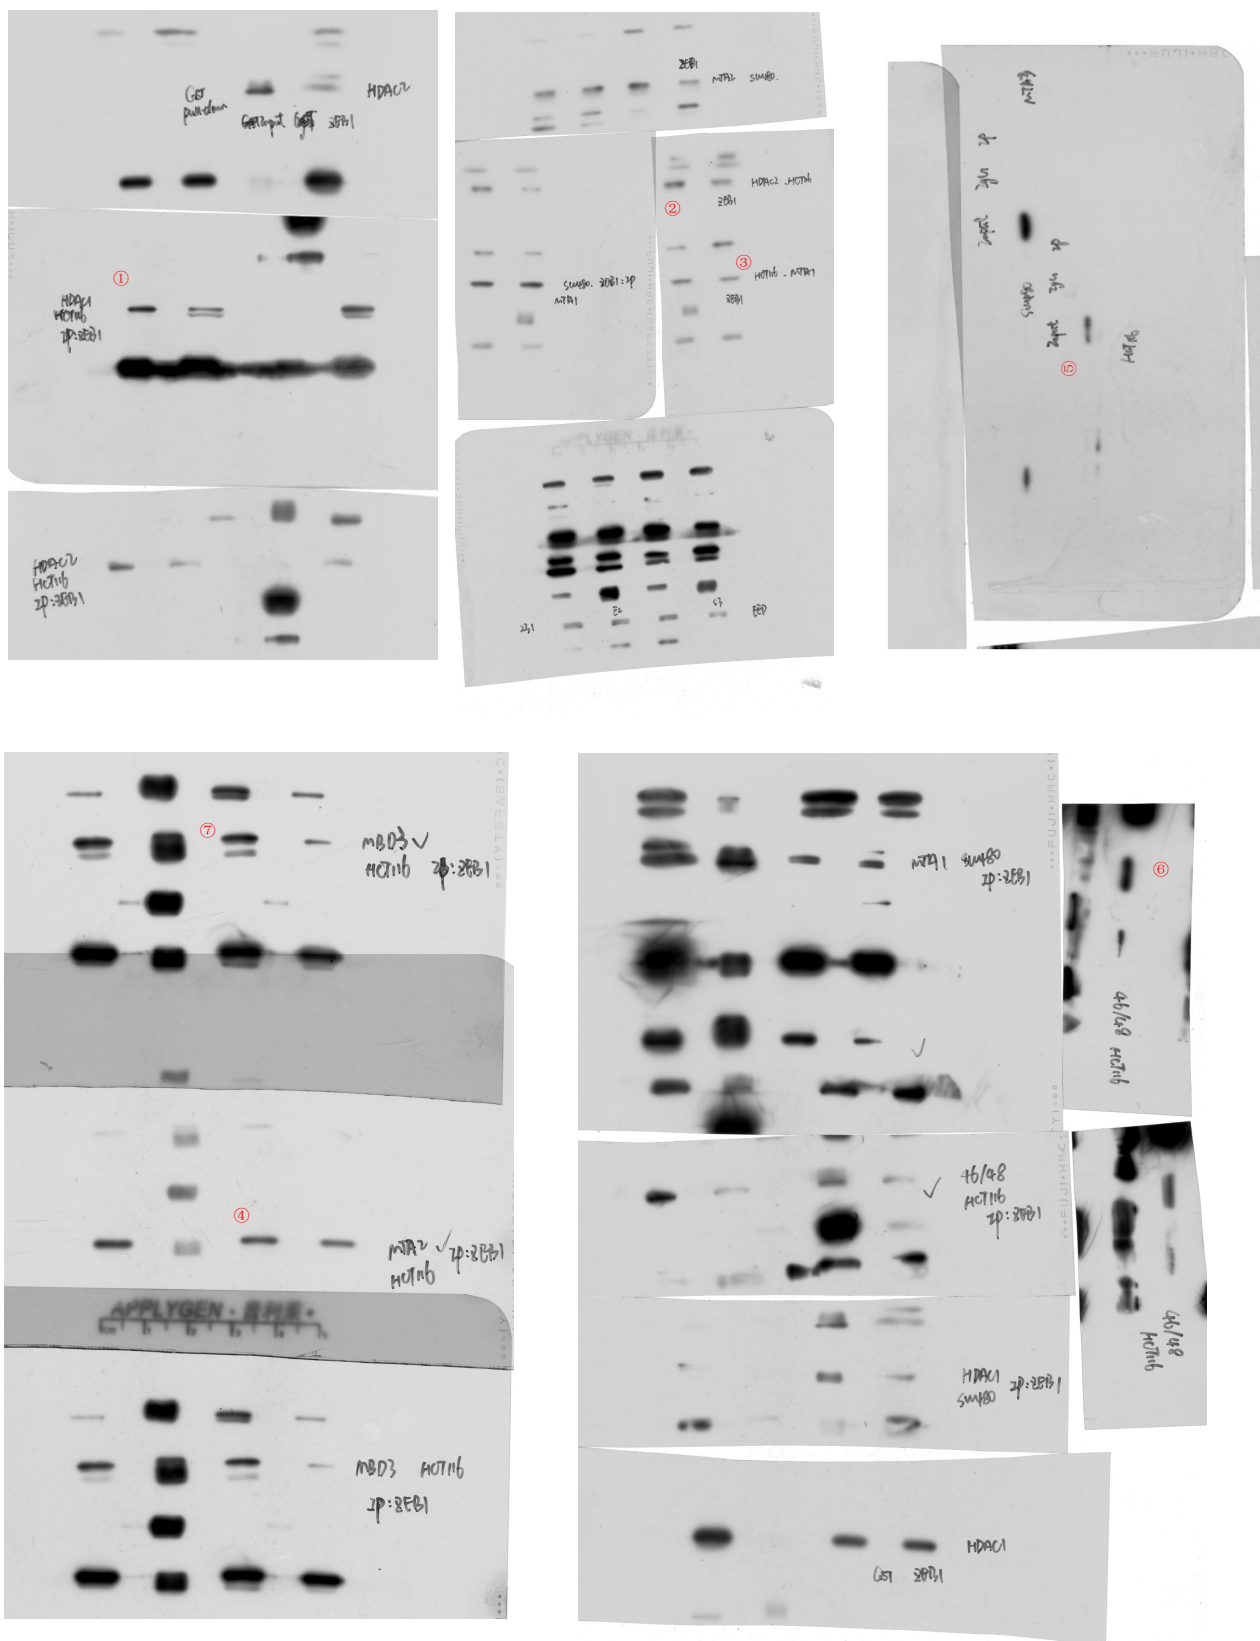

H791 90480  
 2P:3281  
 46/48  
 HCT116  
 2P:3001  
 H19AC1  
 50480  
 2P:3281-1  
 46/48  
 HCT116  
 2P:3001  
 H19AC1  
 50480  
 2P:3281-1

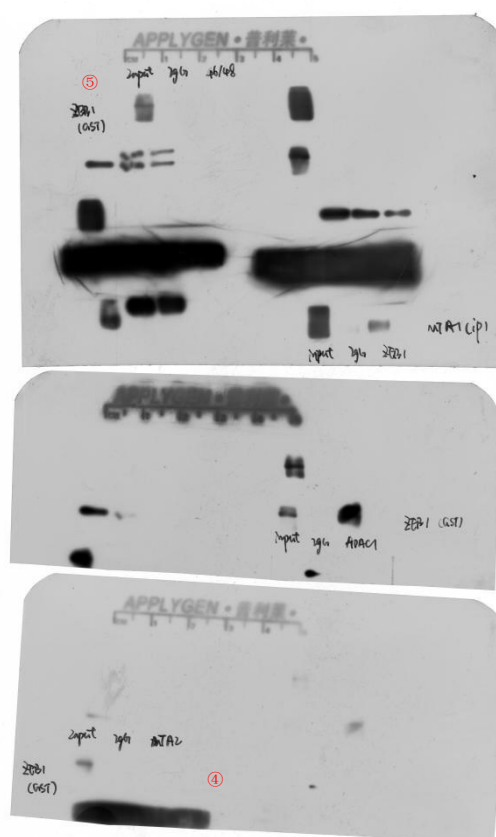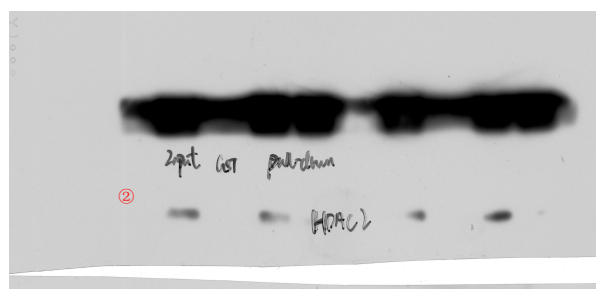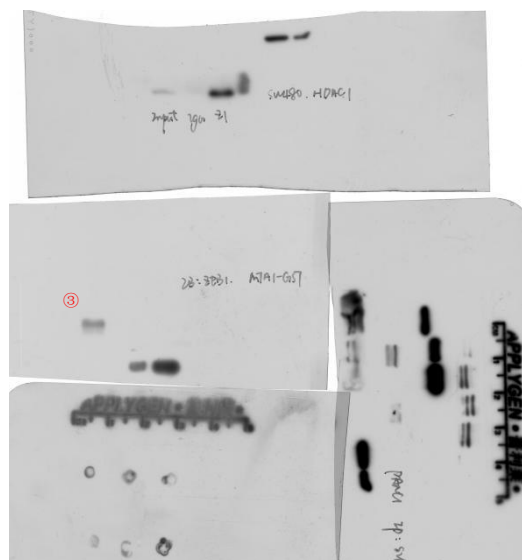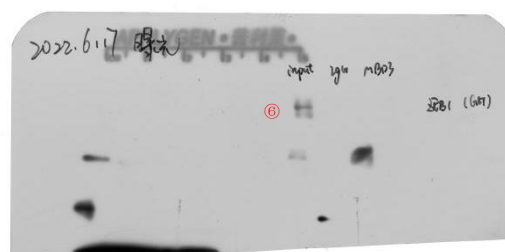

**Figure 6E (Agarose gel electrophoresis)**

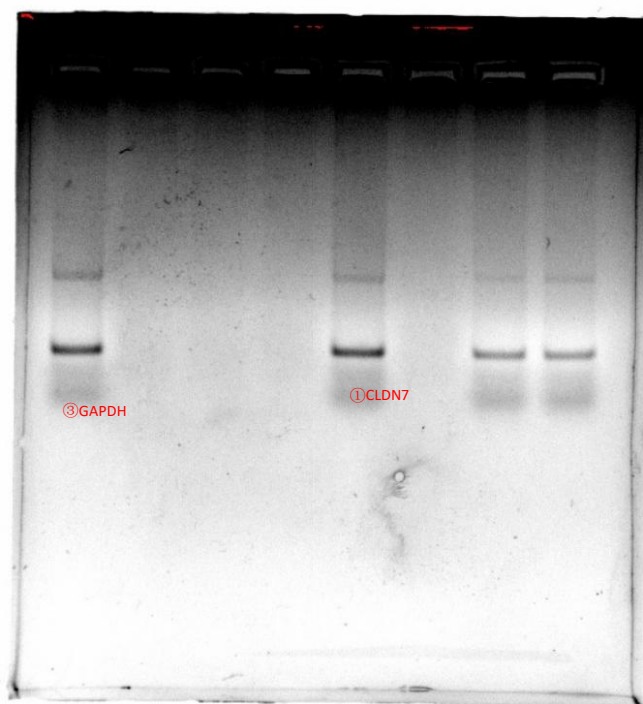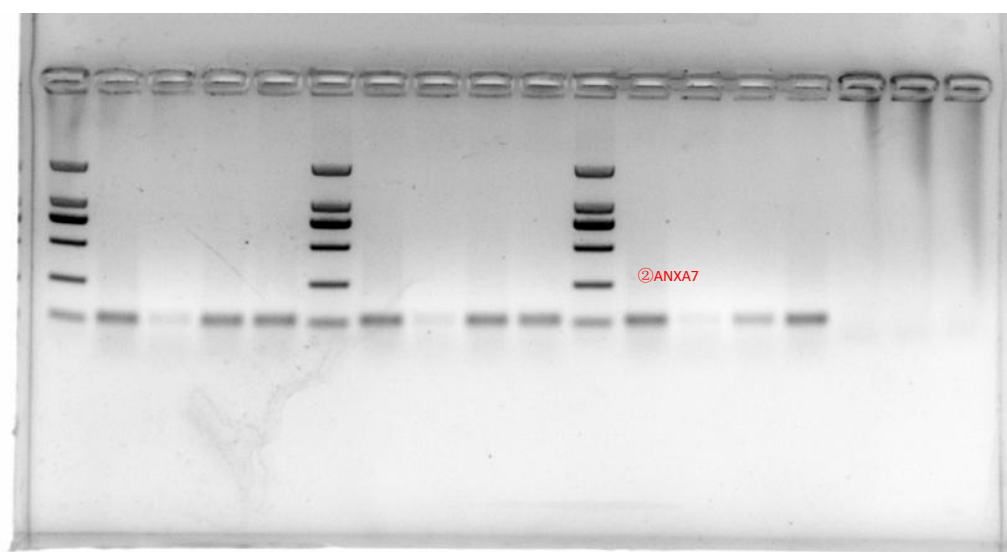

**Supplementary Figure S3C**

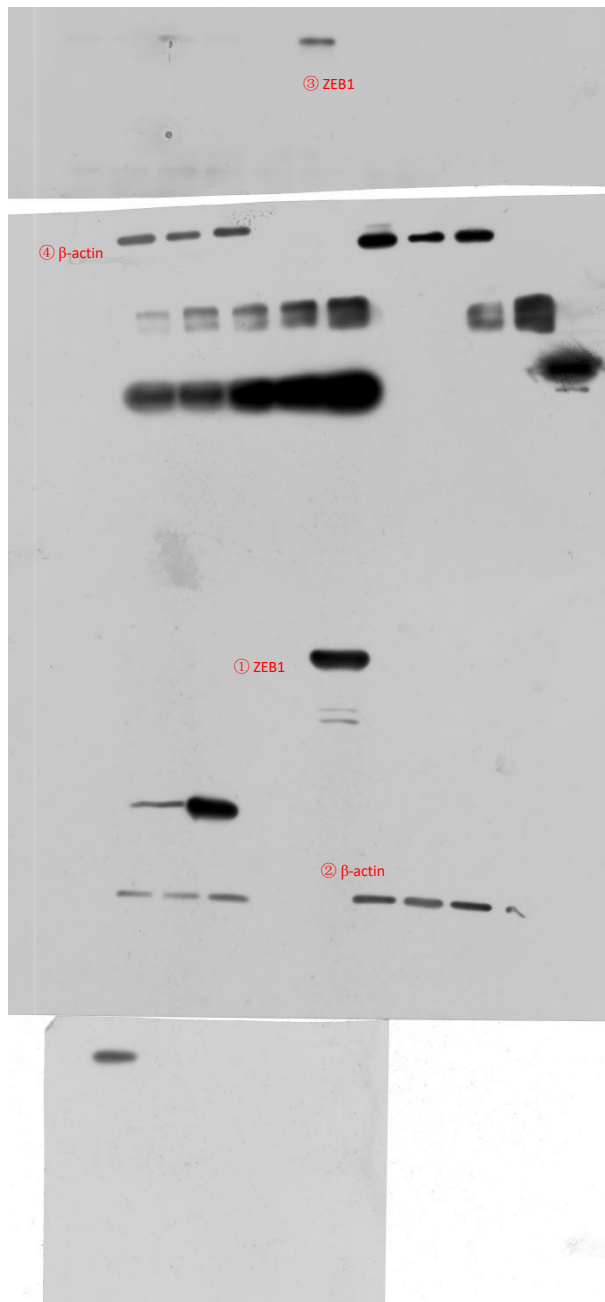

Supplementary Figure S4D

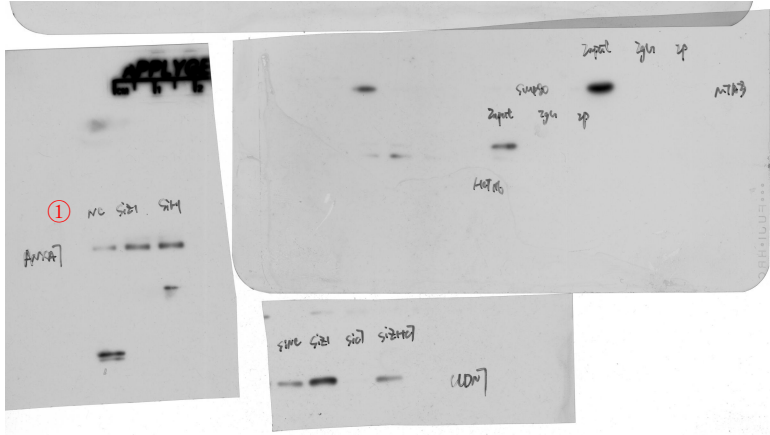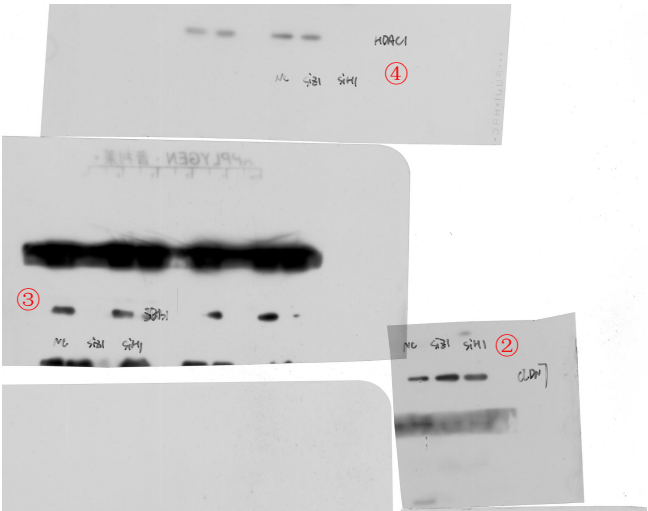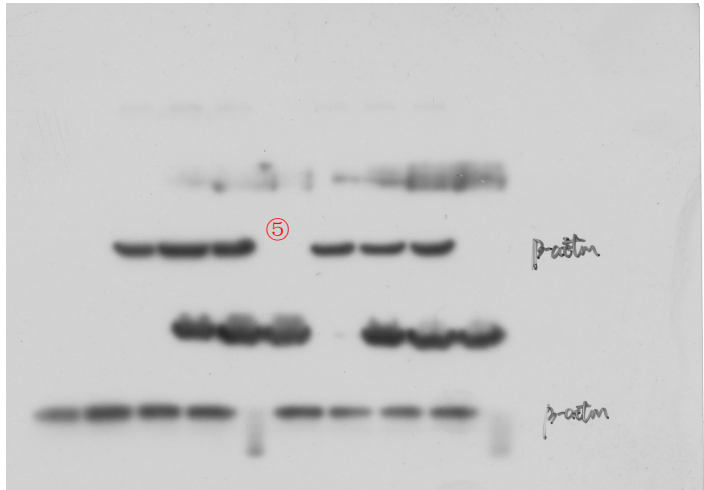

Supplementary Figure S4G

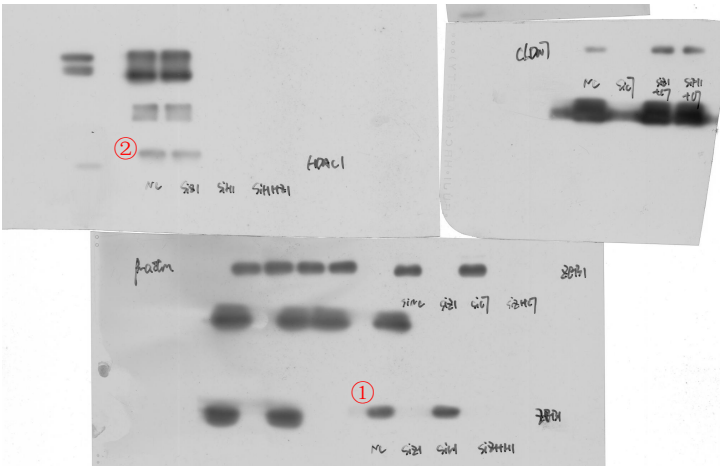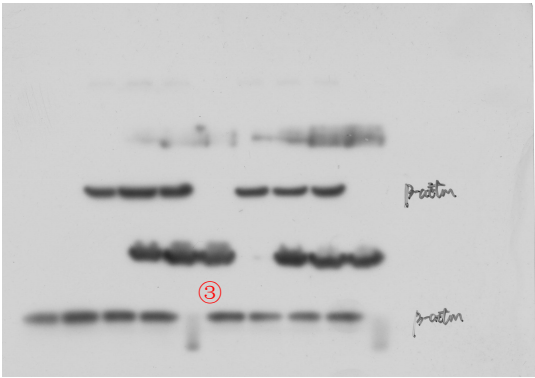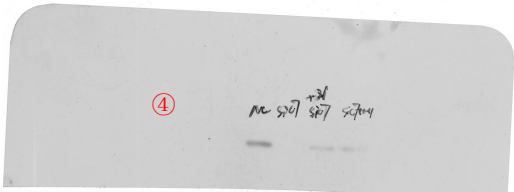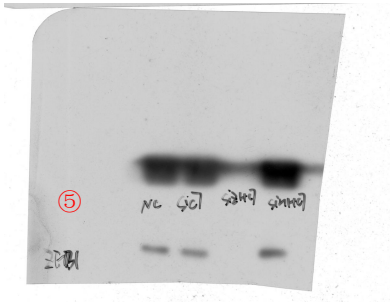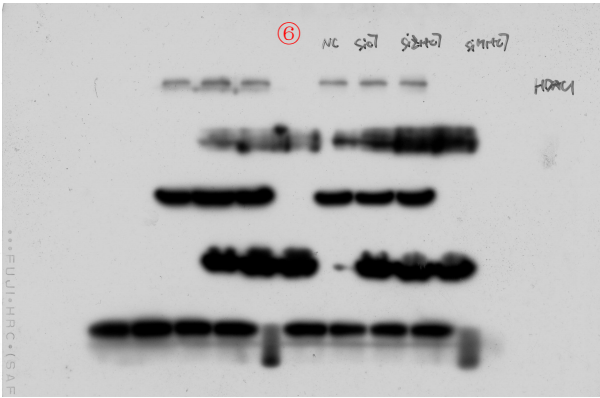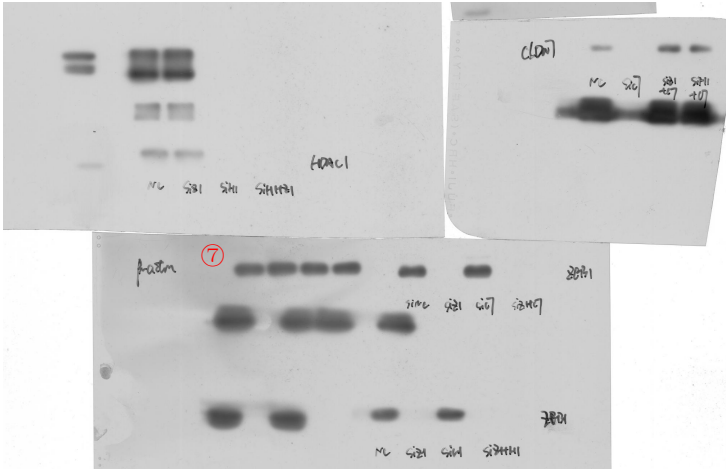

**Supplement:** Supplementary file 1

# Supplementary material for: Transcription factor ZEB1 coordinating with NuRD complex to promote oncogenesis through glycolysis in colorectal cancer
**Source:** Front Pharmacol. 2024 Aug 13;15:1435269. doi: 10.3389/fphar.2024.1435269
**Supplement:** Supplementary file 3

Supplementary Figures

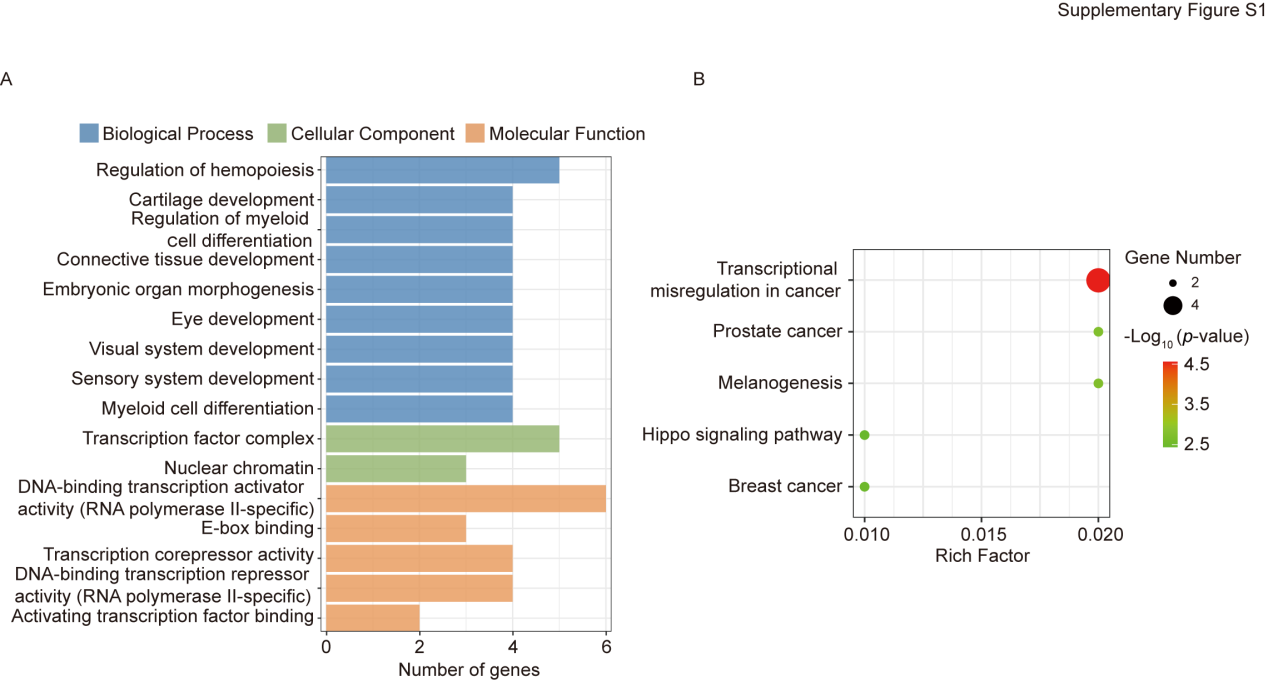

Supplementary Figure S1

Functional enrichment analysis bubble chart of differently expressed TFs. GO enrichment analysis of differently expressed TFs **(A)** and KEGG enrichment analysis of differentially expressed TFs **(B)**.

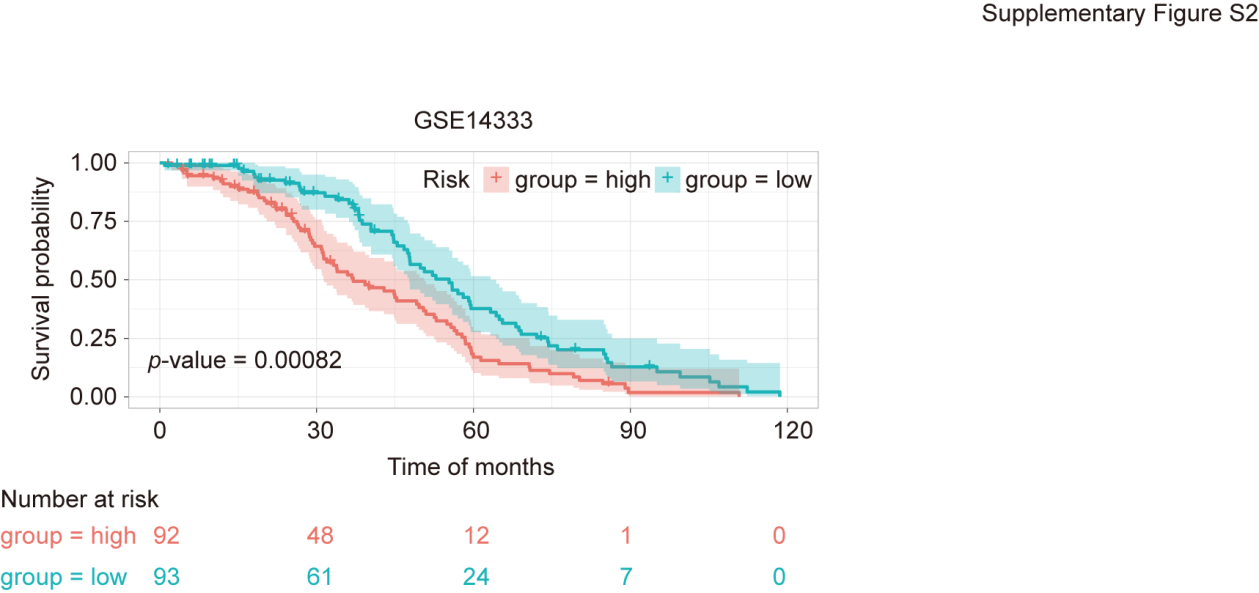

Supplementary Figure S2

Kaplan-Meier curve diagram of overall survival of high and low risk groups from an external data set validating the prognostic risk score model.

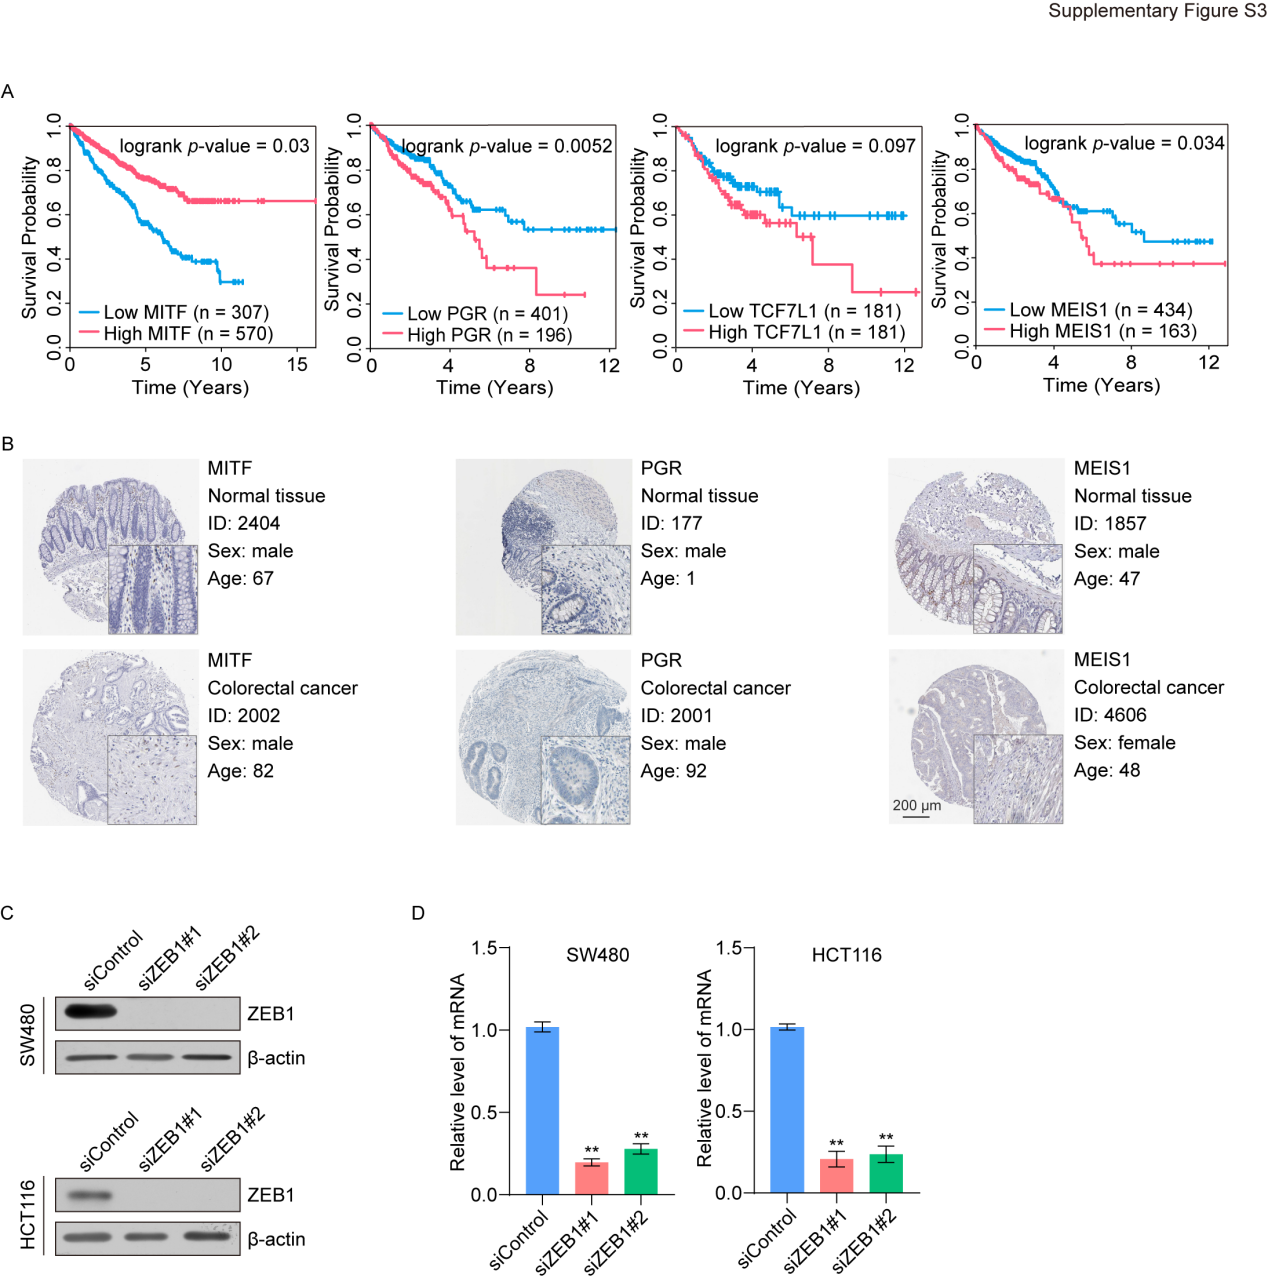

Supplementary Figure S3

**(A)** Kaplan-Meier analysis of four TFs (MITF, PGR, TCF7L1, and MEIS1) with overall survival in the online database (https://www.proteinatlas.org/) in the CRC. **(B)** IHC of MITF, PGR, and MEIS1, in colorectal cancer and normal samples from the HPA database. **(C)**-**(D)** The validation of ZEB1 siRNA efficiency in SW480 and HCT116 cell lines. Error bars indicate means ± SD. The data was analyzed by two-tailed unpaired *t*-test, **p*-value < 0.05 and ***p*-value < 0.01.

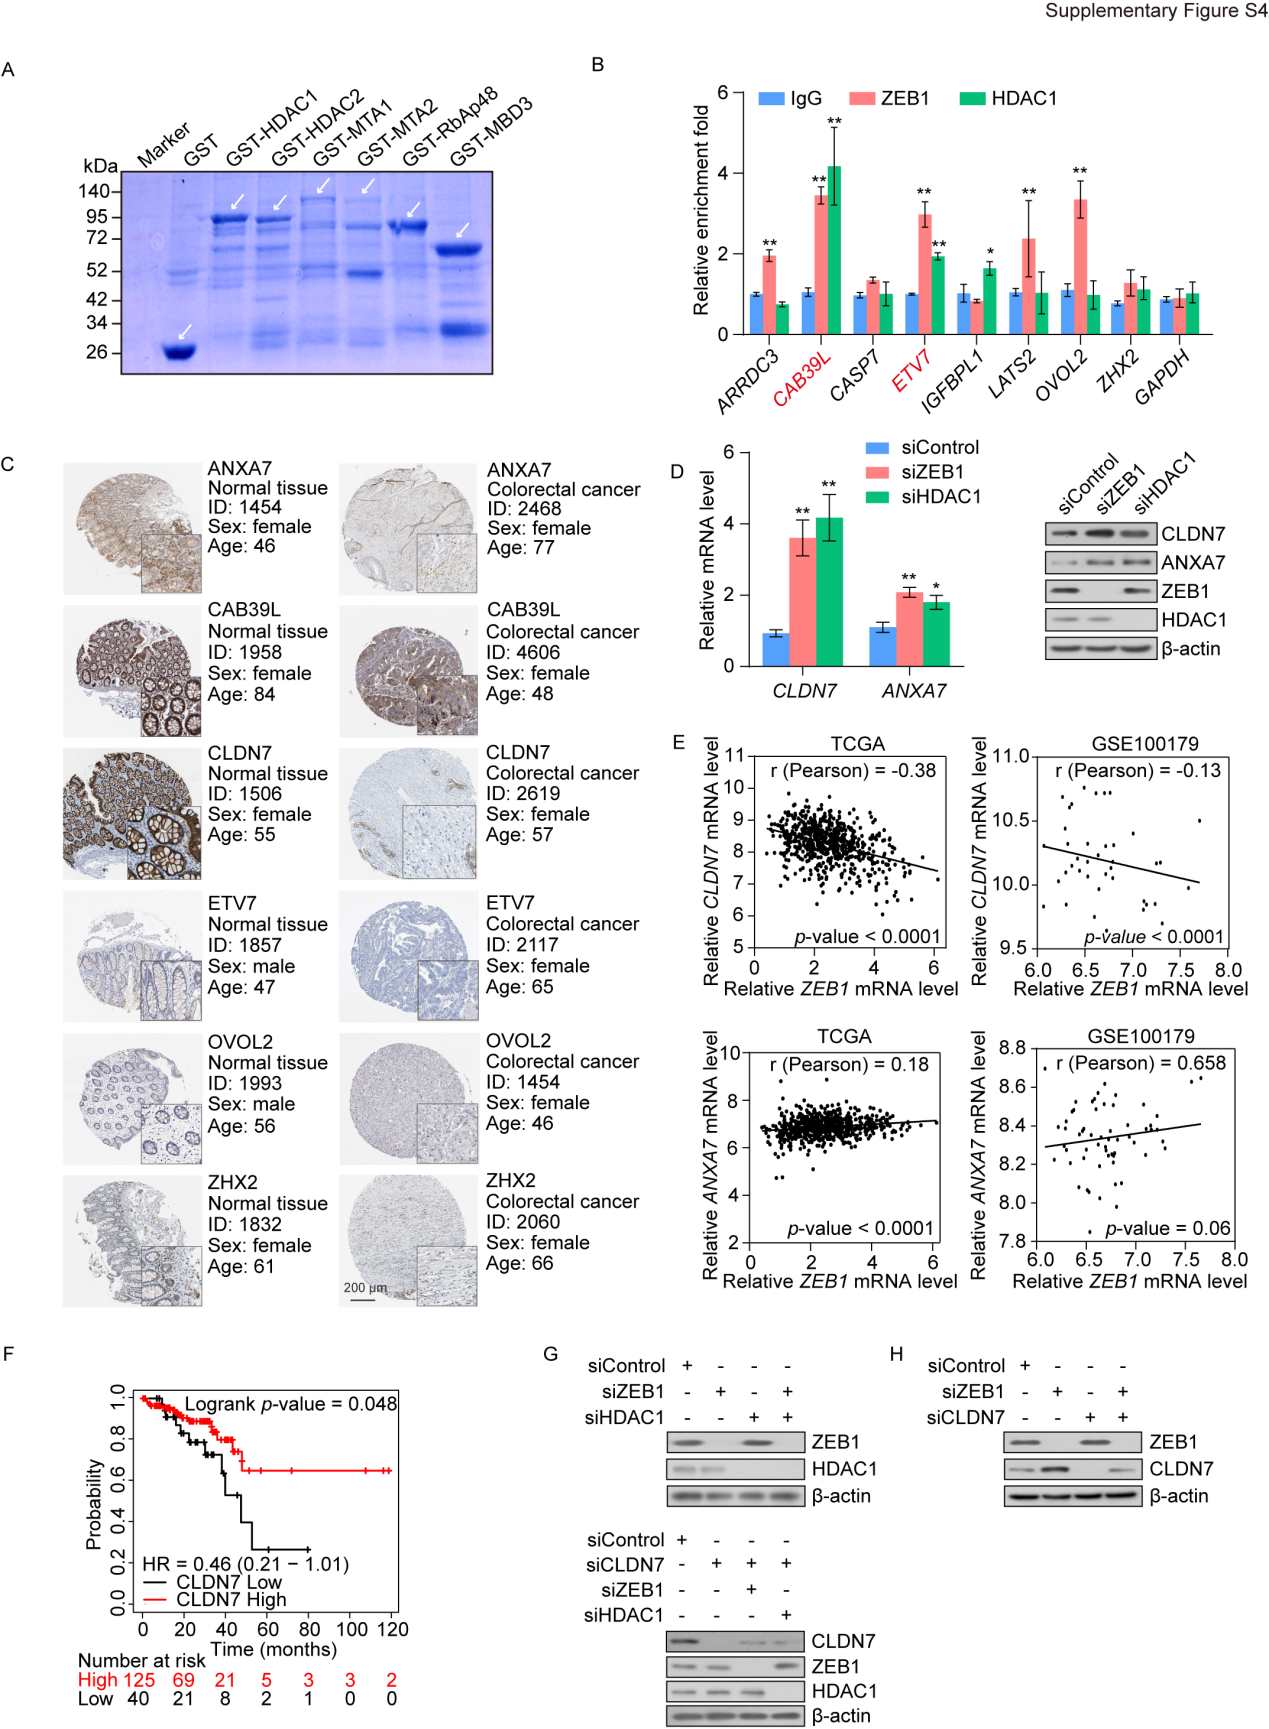

Supplementary Figure S4

**(A)** GST-fused NuRD proteins purified from BL21 *Escherichia coli*. (used in Figure 6C). **(B)** qChIP analysis of potential ZEB1 and HDAC1 target genes in SW480 cells. Results are represented as fold change over control, with GAPDH as a negative control. **(C)** IHC analysis of ANXA7, CAB39L, CLDN7, ETV7, OVOL2, and ZHX2 in colorectal cancer and normal samples from the HPA database. **(D)** qRT-PCR and western blot analysis indicated proteins in SW480 cells transfected with control siRNAs or siRNAs targeting ZEB1 and HDAC1. **(E)** Analysis of public datasets (TCGA and GSE100179) from colorectal cancer for the expression of ZEB1, CLDN7, or ANXA7 was performed using a two-tailed unpaired *t*-test. **(F)** Kaplan-Meier survival analysis of overall survival of CLDN7 in colorectal tissue performed using the online tool Kaplan-Meier plotter (http://kmplot.com/analysis/). **(G)** Western blot analysis of indicated proteins in the ZEB1/HDAC1-knockdown or ZEB1/CLDN7/ HDAC1-knockdown SW480 cells. **(H)** Western blot analysis of indicated genes in the ZEB1-knockdown and CLDN7-knockdown SW480 cells. (B, D) Error bars indicate means ± SD. The data was analyzed by two-tailed unpaired *t*-test, **p*-value < 0.05 and ***p*-value < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

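RNA from SW480 cells transfected with siControl (3 cultures) or siZEB1 (3 cultures) was sequenced, and the authors deposited a count of reads per gene for each culture. According to the deposited tables themselves, which hold whole numbers under a heading that names counts, these values were not normalized. Neither the paper's text nor the records name the aligner, the counting program, the genome build, the annotation, or whether the counting used the strand. Genes are listed by Ensembl identifier, 31059 of them in GENCODE 29, which was used with GRCh38 for coordinates, transcripts and gene types. Each gene listed has at least 1 count over the 6 cultures.

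The counts per culture summed to between 19040636 and 22357633, with a median of 21230794 for siControl and 19110385 for siZEB1. MT-RNR2 took the most counts in each culture, between 1.30% and 1.58% of the total. Replicates of a group differed by 2.3 to 10.3 times the sampling noise of the counts (chi-square over degrees of freedom), so no culture is a copy of another. Genes were kept by edgeR's filterByExpr with the condition as the group, normalized by TMM and tested with edgeR's quasi-likelihood test, two-sided, without covariates, with Benjamini-Hochberg adjustment over the 14996 genes kept. Levels are CPM from the same size factors. The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The comparison of siZEB1 with siControl was tested on simulated data, in which counts for the 14996 genes were drawn with 200 genes changed. The test recovered 94.5% of them, while 7.35% of the genes called had not been changed. The changed genes had a mean above 1 CPM and a fold change of 2 or more in either direction. The recovery therefore does not cover smaller changes or genes with fewer reads.

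The genes named in the text were set by a rule: ZEB1, HIF1A, the genes the paper names for this knockdown in its text or in Figures 4F, 5E and 5H, the 3 lowest of those labelled in Figure 5A, the 5 largest rises and 5 largest falls described above, up to 5 called members of each list with the largest change, and ENO1, GAPDH, PGK1, VEGFA, VIM, FN1, CA9, MKI67 and PCNA whatever their value. A few genes that meet this rule are not reported here. EPAS1, MT-RNR2, MT-CO1 and MT-RNR1 were named after their values were seen, and MAPK11, NPR1 and CACNA1E because they fell below the filter. Exons on the opposite strand overlap 41.2% of the exonic bases of DDIT4, 38.5% of CA9, 31.6% of DDIT3, 26.7% of GPRC5B and 24.4% of VIM, so their counts are uncertain where the strand was not used.

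The collections of gene sets behind the paper's GSEA, KEGG and GO results were not used here. In their place, 11 lists were compiled: the ZEB1 targets in the paper's Table S4, and lists by hand of glycolytic, hypoxia-inducible, angiogenesis, epithelial, mesenchymal, ERK-responsive, migration, proliferation, interferon-induced and ER stress genes. Each was tested by limma's camera on the edgeR fit with a preset correlation of 0.01, two-sided, adjusted over the 11 lists, and its median log2 fold change was placed among 10000 random lists matched on mean expression in 20 bins. For 3′UTR sequences, 1 transcript per protein-coding gene was taken from GENCODE 29, and each 7-mer found in the 3′UTRs of at least 50 tested genes was scored. The score z is the mean rank-normalized log2 fold change of the genes that hold the 7-mer, after regression on the length and GC content of the 3′UTR and on expression, over its standard error. In simulated data with a 7-mer lowered in each run, the scan found it as the lowest in 20 of 20 runs. Only widely held 7-mers were lowered there, by a log2 shift of -0.3. The simulation therefore does not cover smaller shifts, raised 7-mers or rarer 7-mers such as CGGAGAA.

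The alternatives set before the data were examined were DESeq2's Wald test, median-of-ratios size factors, total library size only, no filter, a filter of at least 10 counts in every culture, the replicate number as a block, each culture left out in turn, and other thresholds for the gene counts. For the lists they also included camera with an estimated correlation, fry, and preranked GSEA with 10000 permutations. DESeq2 on all listed genes with its own filtering was added after the data were seen. The qRT-PCR, ChIP, mass spectrometry, ECAR and TCGA results of the paper were not analysed here.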

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

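The scan of 7-mers, the choice of GAACACA and CGGAGAA, and the tests of how the libraries were scaled were chosen only after results had been seen.

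Of 24 ER stress genes, a group on which the paper does not report, 22 were higher and 2 lower in the siZEB1 cultures, 19 and 2 of them with an adjusted p-value under 0.05, and 21 of 24 adjusted over the list alone. The median log2 fold change was 0.35 (camera, adjusted p = 1.9e-06, between 1.46e-10 and 0.0488 over the alternatives). TRIB3 rose by 1.02, DDIT3 by 0.87, DNAJB9 by 0.85 and HERPUD1 by 0.78, while EDEM1 fell by 1.02. The tables argue against GC content, length and expression of the genes as the source, since 0 of 10000 random lists matched on all 3, or 0%, had a median as high. The scaling of the libraries shifts all genes alike and cannot raise the list against the other genes, the comparison that camera makes. Leaving out the genes whose 3′UTR holds GAACACA left an adjusted p-value of 1.7e-07, but only 1 of the 24 members holds it and an effect on the list through other genes would remain, so the loss of those genes stays open. A response to lower ZEB1 is a hypothesis that stays open, as does a response to the siRNA that does not pass through ZEB1, which was not tested here.

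Of 34 proliferation genes, 23 were higher and 11 lower, 14 and 2 of them with an adjusted p-value under 0.05, and 16 adjusted over the list alone. The median log2 fold change was 0.10 (camera, adjusted p = 0.0314, between 0.00426 and 0.305 over the alternatives), a difference between the groups in genes whose mRNA the paper does not report. CCNE1 fell by 1.04, and BIRC5, PCNA, AURKB and CDK2 rose by 0.70, 0.50, 0.44 and 0.42. MKI67 was at -0.11 (adjusted p = 0.177), and was called as lower only without siControl replicate 3 (adjusted p = 0.0244, the lowest over the alternatives, of which the highest was 0.597). GC content, length and expression of the genes stay open as a candidate explanation, since 7.99% of the lists matched on all 3 had a median as high. The scaling of the libraries shifts all genes alike and cannot raise the list against the other genes, the comparison behind the adjusted p-value of 0.0314, whereas a correlation between members stays open, since with an estimated correlation the call was lost (0.305). No member of the list holds GAACACA in its 3′UTR, so leaving out the genes that do changes only the genes it is compared with, and the adjusted p-value of 0.0493 does not decide whether their loss matters. A change in the mRNA of these genes is not a measure of the rate of division.

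Genes whose 3′UTR holds the 7-mer GAACACA were lower in the siZEB1 cultures, a signal in sequence that the paper does not examine. Over 12282 genes and 16181 7-mers, it had the lowest z, -18.8, and the 1383 genes that hold it had a median log2 fold change of -0.23. It was in the 3′UTR of 27.8% of the genes called lower at a fold change above 1.5, against 9.62% of those called in neither direction (Fisher's exact test, two-sided, p = 8.35e-62). Base composition is argued against, since 0 of 102 other arrangements of the same bases had as low a z, the furthest being -4.96. These leave out AGAACAC and AACACAG, which share 6 bases in a row with GAACACA and had z of -10.0 and -6.10. Chance over the 7-mers scanned is argued against, since 0 of 1000 shuffles of the fold changes among genes gave any 7-mer as low a z, the lowest being -5.33. GAACACA was also the lowest 7-mer in a random part of the genes and had a z of -13.5 in the rest.

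A candidate explanation is silencing of other mRNAs through the seed of the ZEB1 siRNA, which is a hypothesis because the siRNA sequences are not in the paper's text. Under it, longer sites would have a larger effect. Measured log2 fold changes had a median of -0.40 for the 357 genes with GAACACAA, -0.19 for the 1026 with GAACACA alone, -0.060 for the 1000 with AACACAA without the G and 0.00096 for the 1838 with AACACA alone. Genes with the site in the coding sequence only were at -0.12, a smaller shift than the -0.20 of genes with it in the 3′UTR only. The ZEB1 coding sequence holds GAACACA 3 times but the longest site, GAACACAA, 0 times, and neither UTR of ZEB1 holds GAACACAA. The larger effect of GAACACAA therefore does not rest on a match that ZEB1 shares. The shift with the longest site, that with the coding sequence and the presence of GAACACA in ZEB1 could have come out the other way. GAACACA itself was chosen for its low z, which largely fixed its order against the shorter sites. A microRNA with the same seed that rises after knockdown cannot be told apart from the siRNA, since the counts cover no mature microRNA and the order of sites, with -0.19 for GAACACA alone, would be the same. The siZEB1 cultures of the sequencing are labelled in Figure 4E with 1 of the siRNAs that the paper used, so a comparison between siRNAs was not possible here. The qRT-PCR of Figure 5H used more than 1 siRNA against ZEB1, and those samples are not part of these counts.

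Genes whose 3′UTR holds CGGAGAA were higher in the siZEB1 cultures, in the same scan of sequence that the paper does not examine. The z was 5.25 over 265 genes, and the 7-mer was in 5.9% of the genes called higher against 1.89% of those called in neither direction (Fisher's exact test, two-sided, p = 2.2e-10). The overlapping 7-mer TCGGAGA had the highest z of the scan, 5.61, and was also the highest in a random part of the genes, with a z of 3.47 in the rest. Against base composition, 0 of 137 other arrangements of the same bases had as high a z, leaving out ACGGAGA and GGAGAAC, which share 6 bases in a row with CGGAGAA and had z of 2.18 and 2.19. Against chance over the 7-mers scanned, 2 of 1000 shuffles gave some 7-mer as high a z. Seed-matched silencing by the control siRNA in the siControl cultures cannot be told apart from other sources of this shift. Log2 fold changes had a median of 0.14 for the 93 genes with an A after CGGAGAA and 0.023 for the 172 with CGGAGAA alone. The other site types lay at 0.0051 and -0.0091, too near 0 to order. Genes with CGGAGAA in the coding sequence only were at 0.053, those with it in the 3′UTR only at 0.092 and those without it at -0.021. This order goes with such silencing, but no mRNA is known here to be a target of the control siRNA, so other sources stay open.

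The 13 mitochondrial mRNAs, on which the paper does not report, were all lower in the siZEB1 cultures, 11 of them with an adjusted p-value under 0.05. Their median log2 fold change was -0.36, and MT-CO1 was at -0.38. The rRNA MT-RNR2 was higher, at 0.24, and MT-RNR1 lay near 0, at -0.0027, -0.011 with total library size only and 0.0048 with median-of-ratios size factors. The scaling of the libraries shifts all genes alike, and is argued against as the cause, since over the 3 scalings the median of the mRNAs lay between -0.37 and -0.35 and that of all genes tested between -0.014 and 0.0021, while MT-RNR2 was higher in each. A difference in how the libraries were made from mRNA and rRNA was not tested, and neither was a response to lower ZEB1.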

How the results depend on the processing

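DESeq2 on all listed genes was chosen after seeing the data, and the tests on other splits of the cultures were chosen only after the result was seen. ZEB1 kept its direction and its call in all 13 alternatives. Of the 103 genes named, 89 had a value in each of the 12 alternatives that apply to genes and were set beforehand, and 80 of these kept their direction and their side of the threshold in all of them. The other 14 were left out by the filter of at least 10 counts in every culture, and 11 of these kept both in the remaining alternatives. Calls were lost in 33 values of 8 genes, 26 of them in fits that left out 1 culture, and gained in 6 values of 3 genes. The sign changed only for ENO1, which was not called and ranged from -0.0074 to 0.068 over the 6 fits that each left out 1 culture. Of the 6035 genes with an adjusted p-value under 0.05, between 4812 and 5956 were also called under another test, scaling, filter or set of cultures, with 0 called in the opposite direction.

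The counts of genes past a fold change of 1.5 and an unadjusted p-value under 0.05, 1081 higher and 1402 lower, ran from 1069 to 1148 and from 1336 to 1468 over the fits that each left out 1 culture. A p-value under 0.001 gave 678 higher and 1004 lower genes, and a fold change above 2 gave 390 and 477. DESeq2 on all listed genes, with a fold change of 1.5 and a p-value under 0.001, gave 599 and 904. In each case the stricter threshold admits fewer genes. The depth, at 19040636 to 22357633 counts per culture, limits the genes near the filter, such as CLDN7, ETV7 and IGFBPL1.

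With a correlation estimated from the data, camera lost its call for the glycolytic genes (adjusted p = 0.305), the proliferation genes (0.305), the ERK-responsive genes (0.0799), the angiogenesis genes (0.0511) and the mesenchymal genes (0.0511). Under fry, the hypoxia-inducible genes (0.02) and the interferon-induced genes (0.00482) were called, and the latter also under preranked GSEA (0.0325) and with no filter (0.0424). The proliferation genes ran from 0.0143 to 0.0578 over the fits that each left out 1 culture, and lost their call without siZEB1 replicate 1. The cause was not tested for any of these. The ZEB1 targets, epithelial genes and ER stress genes kept their direction and call in all 14 alternatives, and the migration genes stayed uncalled in all 14.

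The replicate numbers did not pair the cultures, since the deviations of same-numbered cultures from their group means correlated across genes at -0.0517, -0.0882 and -0.2. With the replicate number as a block, 1048 genes were higher and 1375 lower, 2289 and 2679 of all genes with an adjusted p-value under 0.05, PKM was not called (adjusted p = 0.126) and the proliferation genes were not called (0.0545). The block changed no other call among the genes and lists named.

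Of the 10 splits of the 6 cultures into 3 and 3, only 1, the real one, gave as many higher genes, as many lower genes, as many of each at an adjusted p-value under 0.05, or as many lists called, 1 of 10 for each of the 5 results. The other splits gave 63 to 153 genes at a fold change of 1.5 and an unadjusted p-value under 0.05 and 0 at an adjusted p-value under 0.05, and 2 to 6 lists called against 8. Each of these splits mixes siControl and siZEB1 cultures within its groups, which widens the spread there, so few gene calls were to be expected. Why lists were called in them was not tested. A share of 1 in 10 is the smallest that 3 against 3 allow, so a grouping by chance cannot be told apart from the knockdown on this count alone.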

Differences from the paper's values

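None of the values compared with the paper's differed under the test and filter used here, neither the counts of genes in its text nor 21 values read by eye from Figures 4F and 5E. The qRT-PCR of Figure 5H was not among the values compared. A log2 fold change counted as different when it lay further from the paper's than the spread between cultures or had the other sign. The same rule held for a fold change read minus 1. A plain fold change had to lie both beyond that spread and more than 1.5 times away. A count of genes had only to lie more than 1.5 times away. The paper reports 789 higher and 1139 lower genes, against 1081 and 1402 here. It gives a p-value under 0.05 for these counts in its results text and a p-value under 0.001 in its methods and in the legend of Figure 4E. The counts here use 0.05, and with 0.001 they were 678 and 1004. Of the alternatives set before the data were examined, only no filter, with 1563 higher and 1804 lower genes, and a fold change above 2, with 390 and 477, gave counts more than 1.5 times away from the paper's. The setting that came nearest to both counts together was DESeq2 on all listed genes with a fold change of 1.5 and an adjusted p-value under 0.05, with 772 higher and 1105 lower genes, and it was chosen after seeing the values.

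In Figure 5C, the paper shows a hypoxia gene set as enriched in the siControl cultures. The list of hypoxia-inducible genes used here is not that set, and it leaves out the genes of the glycolytic list, whose median was -0.22. A set that holds such genes could come out otherwise, so the comparison is not like for like. The hypoxia list had a median log2 fold change of -0.11 and was not called by camera (adjusted p = 0.503). Of the 14 alternatives set before the data were examined, fry called it, with an adjusted p-value of 0.02, and the others did not, with values up to 0.585.

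The paper labels MAPK11, NPR1 and CACNA1E in Figure 5A, and here they had too few reads to pass the filter. With no filter, each was called as lower, with log2 fold changes of -1.70, -2.07 and -2.12 and adjusted p-values of 0.0145, 0.0399 and 0.0319. With DESeq2 on all listed genes, chosen after seeing the values, none was called: the adjusted p-value of MAPK11 was 0.0916, NPR1 and CACNA1E had no adjusted p-value, and the unadjusted p-values of the 3 genes were 0.0323, 0.0425 and 0.0333.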

Other observations

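The test of microRNA sites, the tests of scaling, the test of silencing of the glycolytic genes themselves and the removal of genes that hold GAACACA from the ERK-responsive list were chosen only after results had been seen, as was the naming of EPAS1.

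Of the 13 ZEB1 targets in the paper's Table S4, 8 were tested, 7 were higher and 1 lower, and 6 rose with an adjusted p-value under 0.05, 6 adjusted over the list alone. The median log2 fold change was 0.77 (camera, adjusted p = 3.53e-19, at most 0.00518 over the alternatives). The paper names 1 of the 8 from these cultures, and the median of the others was 0.45. Besides CDH1 and EPCAM (3.05), PKP3 and BCL6 rose by 1.09 and 0.43.

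Of 16 interferon-induced genes tested, 13 were lower and 3 higher, with a median log2 fold change of -0.39 (camera, adjusted p = 0.0809, between 0.00482 and 0.305 over the alternatives). 9 were called as lower and 2 as higher, and 11 passed adjusted over the list alone. IFI35, IFIT1, IFIT3 and ISG15 fell by 1.06, 1.04, 0.88 and 0.80, and IFI27 rose by 0.68. The call of IFIT3 (adjusted p = 0.0105) was lost without siZEB1 replicate 2 (adjusted p = 0.0561). The IFIT1 call (0.0287) was lost in 4 of the 6 fits that each left out 1 culture (up to 0.124) and with DESeq2's Wald test (0.0682). The IFI27 call (0.0479) was lost in 5 of those fits (up to 0.208), with DESeq2's Wald test (0.0736) and with total library size only (0.0551).

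In Figure 5H, the paper measures HK2, GPI, ALDOA, PGK1, ENO1 and LDHA by qRT-PCR in other samples. It concludes from them that ZEB1 promoted the expression of GRGs. In the sequenced cultures, HK2 and LDHA were lower with an adjusted p-value under 0.05. GPI was at -0.14 (adjusted p = 0.0519, between 0.0232 and 0.169 over the alternatives), and called as lower without siControl replicate 1, with total library size only and with no filter. ALDOA was at -0.089 (adjusted p = 0.744) with 44 to 61 reads per culture. PGK1 and ENO1 were not called and had log2 fold changes above 0. Of the genes in Figure 5H, only HK2 and LDHA therefore had a called fall in the sequenced cultures.

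A hypothesis for the few reads on ALDOA is that reads in exons that overlap another gene on the same strand were left out of the counts. ALDOA shares 42.3% of its exonic bases in this way. Among coding genes named without a dot or hyphen, the median was 0.425 CPM for the 325 genes with 40% or more of their exonic bases shared and 14.9 CPM for the 15360 genes with under 10% shared, as the hypothesis predicts. The restriction by name was added after the medians over all coding genes, 0.195 and 14.7 CPM, had been seen. Genes that overlap others also include readthrough and poorly supported annotations with low expression, so the contrast is not specific to the counting. If it holds, the level of ALDOA in these counts is an underestimate.

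The glycolytic genes were tested against technical sources of their shift, and the tables argue against some of them. For GC content, length and expression of the genes, 0.06% of lists matched on all 3 had a median as low. The scaling of the libraries shifts all genes alike and cannot lower the list against the other genes, the comparison behind the adjusted p-value of 0.0193. Silencing of the listed genes themselves through GAACACA in their 3′UTR is argued against, since 2 of the 22 members hold it and the others, compared with the other genes that lack it, had an adjusted p-value of 0.00569. An effect on the list through other genes that hold GAACACA would leave that value as it is and stays open. The correlation between members stays open, since the call was lost with an estimated correlation. These tests could not separate a response to ZEB1 from other effects of the siRNA.

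Without the genes whose 3′UTR holds GAACACA, 13613 genes were left, 1022 of them higher and 1067 lower at a fold change above 1.5 and an unadjusted p-value under 0.05. The ERK-responsive list lost its call (adjusted p = 0.117) with 13 members and a median log2 fold change of -0.32, against -0.34 with all 16, so whether the loss of those genes or the smaller list lowered it cannot be told apart. The angiogenesis genes (0.000307), the mesenchymal genes (0.000211), the epithelial genes (3.28e-40) and the ZEB1 targets (3.97e-13) were called, the interferon-induced genes became called (0.0425), and the hypoxia-inducible genes (0.295) and migration genes (0.36) were not called.

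A fall in the targets of the miR-200 family, whose microRNAs might rise after ZEB1 knockdown, was tested through the site 7-mers CAGTATT, AGTATTA, CAGTGTT and AGTGTTA. The lowest z of the 4 was -1.001, against such a fall being detectable in these cultures.

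EPAS1 fell from 653 ± 30.6 to 257 ± 6.5 CPM (SD, n = 3 each), a log2 fold change of -1.35 (SE 0.055, adjusted p = 1.02e-11) from edgeR's quasi-likelihood test, with no overlap between the groups.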
